# Clover Root Exudates Favor *Novosphingobium* sp. HR1a Establishment in the Rhizosphere and Promote Phenanthrene Rhizoremediation

**DOI:** 10.1128/mSphere.00412-21

**Published:** 2021-08-11

**Authors:** Lázaro Molina, Zulema Udaondo, María Montero-Curiel, Regina-Michaela Wittich, Alicia García-Puente, Ana Segura

**Keywords:** clover exudates, phenomics, metabolomics, gene expression, rhizoremediation, polycyclic aromatic hydrocarbons (PAHs)

## Abstract

Rhizoremediation is based on the ability of microorganisms to metabolize nutrients from plant root exudates and, thereby, to cometabolize or even mineralize toxic environmental contaminants. *Novosphingobium* sp. HR1a is a bacterial strain able to degrade a wide variety of polycyclic aromatic hydrocarbons (PAHs). Here, we have demonstrated that the number of CFU in microcosms vegetated with clover was almost 2 orders of magnitude higher than that in nonvegetated microcosms or microcosms vegetated with rye-grass or grass. Strain HR1a was able to eliminate 92% of the phenanthrene in the microcosms with clover after 9 days. We have studied the molecular basis of the interaction between strain HR1a and clover by phenomic, metabolomic, and transcriptomic analyses. By measuring the relative concentrations of several metabolites exudated by clover both in the presence and in the absence of the bacteria, we identified some compounds that were probably consumed in the rhizosphere; the transcriptomic analyses confirmed the expression of genes involved in the catabolism of these compounds. By using a transcriptional fusion of the green fluorescent protein (GFP) to the promoter of the gene encoding the dioxygenase involved in the degradation of PAHs, we have demonstrated that this gene is induced at higher levels in clover microcosms than in nonvegetated microcosms. Therefore, the positive interaction between clover and *Novosphingobium* sp. HR1a during rhizoremediation is a result of the bacterial utilization of different carbon and nitrogen sources released during seedling development and the capacity of clover exudates to induce the PAH degradation pathway.

**IMPORTANCE** The success of an eco-friendly and cost-effective strategy for soil decontamination is conditioned by the understanding of the ecology of plant-microorganism interactions. Although many studies have been published about the bacterial metabolic capacities in the rhizosphere and about rhizoremediation of contaminants, there are fewer studies dealing with the integration of bacterial metabolic capacities in the rhizosphere during PAH bioremediation, and some aspects still remain controversial. Some authors have postulated that the presence of easily metabolizable carbon sources in root exudates might repress the expression of genes required for contaminant degradation, while others found that specific rhizosphere compounds can induce such genes. *Novosphingobium* sp. HR1a, which is our model organism, has two characteristics desirable in bacteria for use in remediation: its ubiquity and the capacity to degrade a wide variety of contaminants. We have demonstrated that this bacterium consumes several rhizospheric compounds without repression of the genes required for the mineralization of PAHs. In fact, some compounds even induced their expression.

## INTRODUCTION

Polycyclic aromatic hydrocarbons (PAHs) are among the most abundant contaminants in the environment. Several of these PAHs have been listed as priority pollutants to be eliminated from water, soil, or sediments because of their toxicity and/or their carcinogenic activity (1–4).

Bioremediation, the utilization of living organisms for the elimination of pollutants, is an environmentally friendly strategy that is considered to be more cost-effective than physicochemical treatments (5, 6). Indigenous microbial populations are capable of acting as bioremediation agents; however, this process, which is called natural attenuation, is generally very slow. To improve this process, bioaugmentation, which is the addition of microbes that provide catabolic functions for the degradation of these contaminants, can be used (7, 8).

Understanding the compatibility among the nonnative microorganism(s) to be inoculated and many other environmental factors (such as the type of soil, indigenous microbiota, nutrients, temperature, oxygen availability, and others) is important for achieving the desired outcome (9, 10). Bioaugmentation failures have been frequently attributed to the poor capacity of introduced species to use the scarce nutritional resources of soil in comparison with that of indigenous, well-adapted bacteria (11–13). It has been demonstrated that the rhizosphere is able to provide the resources necessary for bacterial nutrition through root exudation, favoring the proliferation of microbes and their metabolic activity (14–17). In addition, root exudates induce changes in the physicochemical properties of soils, influencing the processes of sorption and desorption. Specifically, low-molecular-weight organic acids released by plants have been reported to enhance the degradation of contaminants by different mechanisms: increasing phosphorus supply, providing easily degradable sources of carbon and energy, and/or enhancing the bioavailability of contaminants (18–21). In some cases, it has been shown that exudates induce specific degradation genes (22, 23).

Sphingomonads are well-known degraders of many contaminants, including PAHs, dibenzofurans or dioxins, halogenated phenols, pesticides, pharmaceuticals, and others, and are considered key players in the natural attenuation of the concentration of contaminants (24–30). Sphingomonads have been isolated from many different environments (26, 30–35) and are present in the rhizosphere, the phyllosphere, and the endosphere (26, 31–34, 36). Because of their ubiquity and biodegradative properties, they are considered good candidates for use in bioremediation strategies (37). Furthermore, several reports have indicated that sphingomonads improve plant growth under stressful conditions (26, 36, 38). However, currently there is very little information available about the molecular interactions of sphingomonads with the plant environment hosting them.

In rhizoremediation strategies, the selection of an appropriate plant is as important as the selection of a good biodegrading microbe. The selected plant species should be able to establish beneficial associations with the bacteria of interest, adapt to different climate conditions, and tolerate relatively high concentrations of the contaminant. Forage crops are ideal choices because they have well-established cultural practices and many are adapted to different climates. Herbaceous plants such as clover, grass, or legumes have been successfully explored for the elimination of total petroleum hydrocarbons or PAHs (39–42).

In this study, we have used the bacterial strain *Novosphingobium* sp. HR1a, isolated from plant rhizosphere, which is able to metabolize naphthalene, phenanthrene, and several high-molecular-weight PAHs (34). The molecular bases of PAH degradation are known, and the genes encoding the dioxygenase involved in the first step of PAHs degradation (*pahAB*) have been identified. The expression of these genes is controlled by the PahR regulator, and they are induced by different PAHs and by salicylate, an intermediate of their degradation pathway (34), which is also a key compound in plant signaling (43, 44). After analyzing the ability of strain HR1a to eliminate phenanthrene from microcosms vegetated with different herbaceous plants, we have been able to demonstrate that the HR1a strain is able to establish positive interactions with clover (Trifolium repens) and that these interactions are translated into improving the elimination of the contaminant (phenanthrene as model compound) in artificial microcosms. By metabolomic and transcriptomic analyses, we have studied the bacterial metabolism in the clover rhizosphere and we have demonstrated that clover exudates are used as carbon and nitrogen sources by *Novosphingobium* sp. HR1a, with the sugars, amino acids, and organic acids being consumed in sterilized systems in which only plants and the HR1a strain are growing (gnotobiotic systems). We have also demonstrated that the expression of *pahAB* genes (which encode the dioxygenase responsible for the initial step of the degradation of PAHs) is induced by clover exudates. Our results have unveiled the mechanisms by which this bacterium is able to become established in the clover rhizosphere, and we suggest that *Novosphingobium* sp. HR1a is an excellent option to use in rhizoremediation strategies.

## RESULTS

### *Novosphingobium* sp. HR1a is able to persist and to metabolize phenanthrene in nonsterile vegetated pots.

To select the best plant-bacteria combination for the elimination of phenanthrene, we set up nonsterile microcosms, and 10 ppm of phenanthrene was added to each pot at the beginning of the experiment. After 9 days, approximately 60 to 69% of the solvent-extractable phenanthrene remained in the pots, regardless of the presence or absence of any of the three plant species assayed (Fig. 1A). However, in pots inoculated with strain HR1a, phenanthrene decreased to 8 to 24% of the extractable amount. The elimination of phenanthrene was maximal in pots inoculated with clover plants (Fig. 1A). Accordingly, in pots with clover inoculated with *Novosphingobium* sp. HR1a, the number of CFU was almost 2 orders of magnitude higher than that in nonvegetated pots and significantly higher than that in the other microcosms (Fig. 1B), both in the presence and absence of phenanthrene. These results suggest that clover was able to secrete compounds that stimulate the proliferation of *Novosphingobium* sp. HR1a, thus improving phenanthrene degradation. In addition, it became obvious that the plants clearly benefited from the presence of the additionally augmented bacteria in contaminated microcosms by improved growth (Fig. 1C). Therefore, we selected clover plants for further studies.

**FIG 1:**
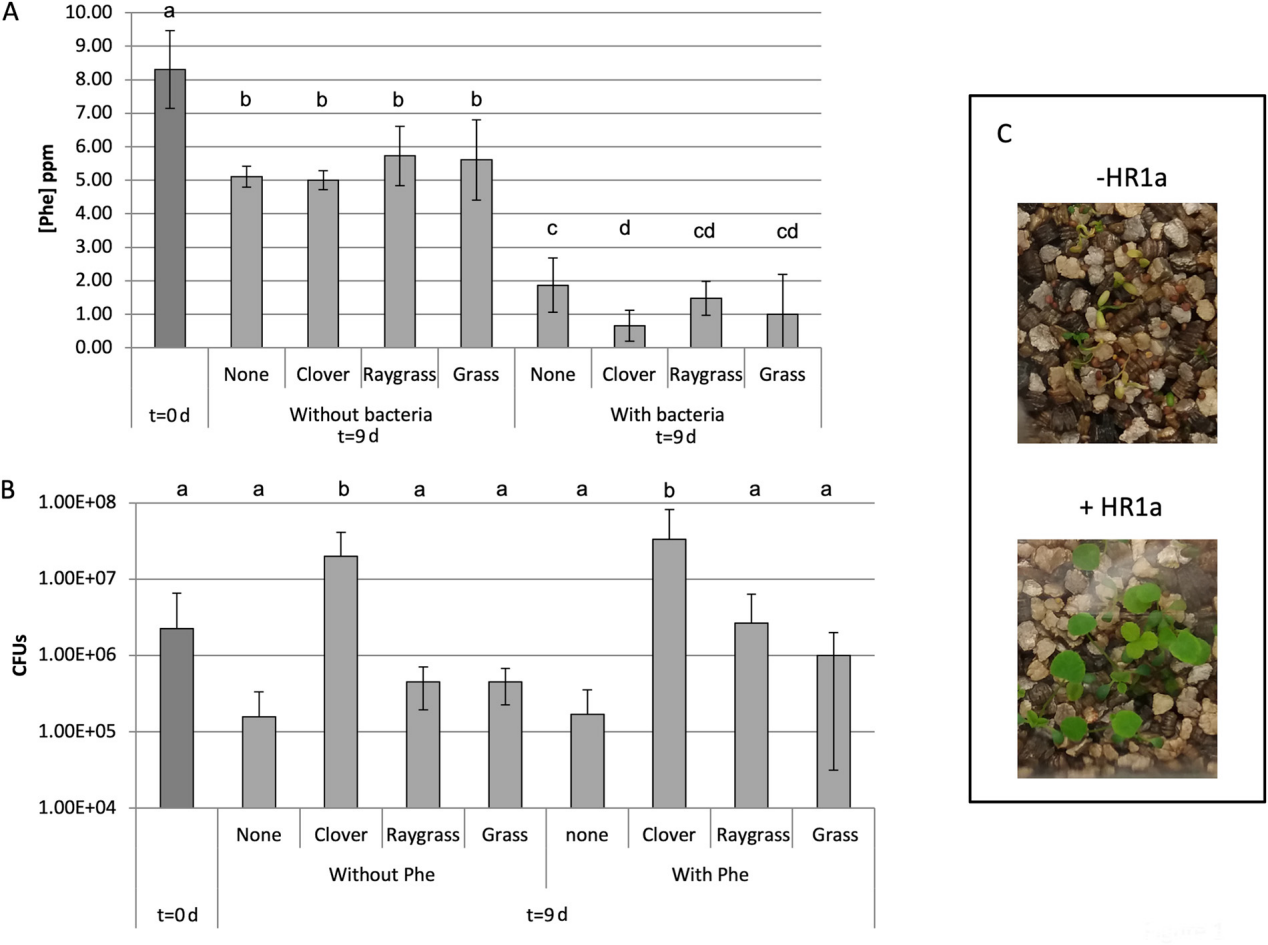
Phenanthrene degradation and growth of plant and *Novosphingobium* sp. HR1a in nonsterile microcosms. (A) Phenanthrene depletion in the microcosms in the presence and absence of bacteria (*Novosphingobium* sp. HR1a) and in the presence/absence of different plants. (B) Number of CFU in microcosms inoculated with *Novosphingobium* sp. HR1a at inoculation time (*t* = 0 d) and after 9 days (*t* = 9 d). (C) Growth of clover seedlings in pots contaminated with 1 mg of phenanthrene in the presence and absence of *Novosphingobium* sp. HR1a. Seeds and bacteria were added to the pots at the same time, and photographs were taken 6 days after planting. The different letters indicate that the treatments were statistically different at *P* < 0.05.

### Utilization of clover exudates as carbon and nitrogen sources by *Novosphingobium* sp. HR1a.

To demonstrate that clover root exudates are a good source of nutrients for *Novosphingobium* sp. HR1a, we produced clover exudates under sterile conditions and used them as the sole nutrient source for the growth of *Novosphingobium* sp. HR1a. Exudates obtained 3 and 6 days after planting were more efficient than those obtained after 9 days in the promotion of the growth of strain HR1a (Fig. 2A). Although the increments in optical density at 420 to 580 nm (OD_420–580_) were low (0.043 and 0.039 in exudates of 3 and 6 days, respectively), it should be noticed that the increment in OD_420–580_ under similar growth conditions but in M9 minimal medium with 2.5 mM glucose as the sole carbon source was 0.133 (not shown). Accordingly, the numbers of CFU ml^−1^ in the culture with exudates obtained after 9 days of incubation were not significantly different from those at the beginning of the experiment after 48 h of incubation. However, in the cultures grown with exudates obtained at 3 and 6 days, there were significant differences between the initial numbers of cells and the cell numbers in exudates obtained after 48 h (Fig. 2B). Therefore, as the seedling exudates obtained after 3 and 6 days of clover growth were the most effective for growing *Novosphingobium* sp. HR1a, only these were used in our subsequent experiments.

**FIG 2:**
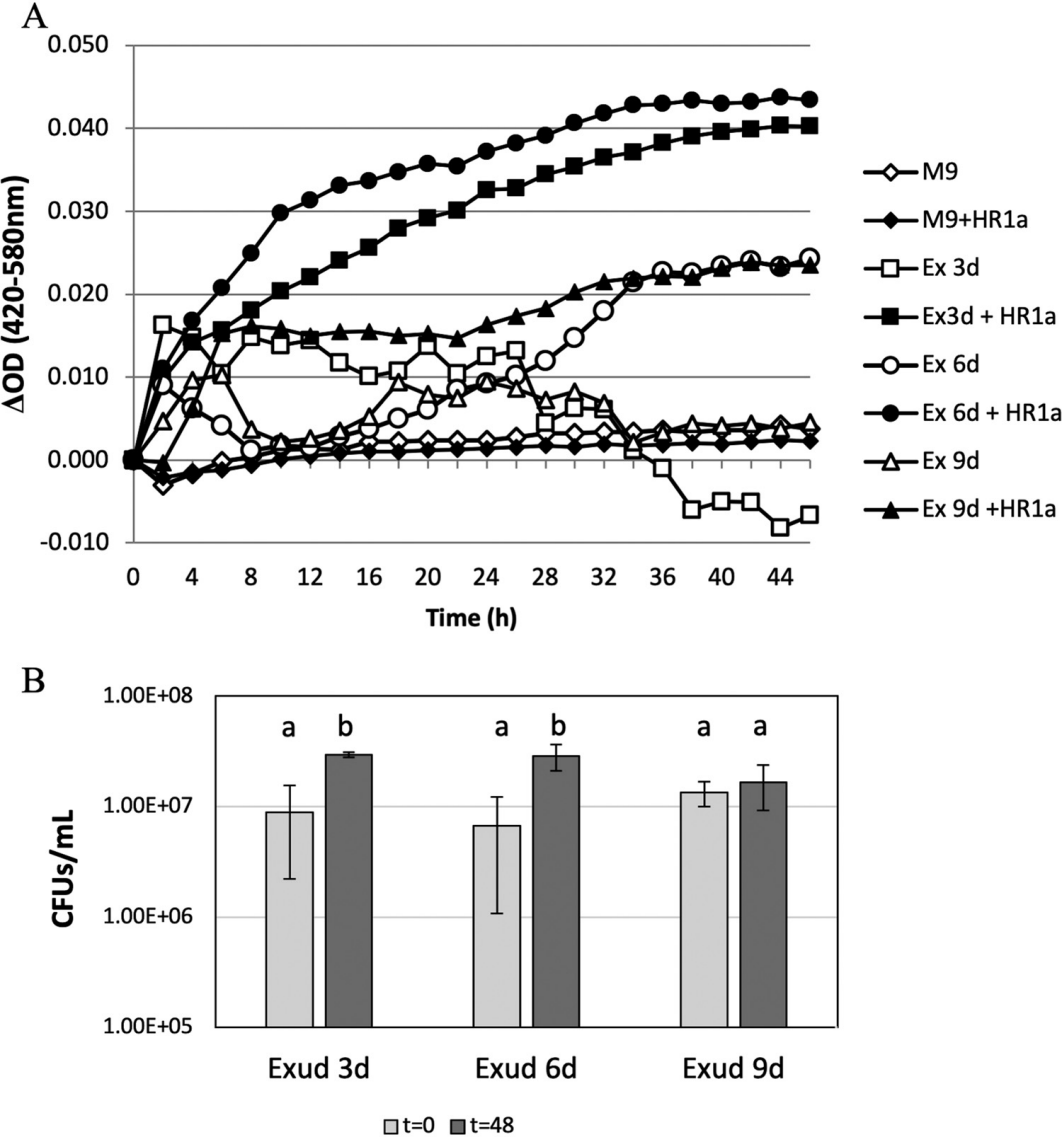
The growth of *Novosphingobium* sp. HR1a using the solution obtained from gnotobiotic systems as the sole nutrient source after 3, 6, and 9 days of plant growth. (A) Representative growth of *Novosphingobium* sp. HR1a in 96-well microplates using clover exudates obtained 3, 6, and 9 days after planting. The empty symbols are controls without inoculation, the black symbols are the cultures inoculated with *Novosphingobium* sp. HR1a, the squares are 3-day exudates, the circles are 6-day exudates, the triangles are 9-day exudates, and the diamonds are the controls in minimal M9 medium without carbon source. For clarity, in the graph, symbols represent time points for every 2 h. (B) Numbers of CFU at time zero and after 48 h of cultivation in clover exudates obtained after 3, 6, and 9 days. The bars represent the mean of three independent experiments ± standard error. The different letters indicate that there were statistical differences between the two time points at *P* < 0.05.

### Composition of clover root exudates obtained in the presence and absence of *Novosphingobium* sp. HR1a.

The gas chromatography-mass spectrometry (GC-MS) analyses of clover root exudates allowed us to identify 50 compounds (Table S1). The individual composition of the exudates was similar at the two different time points analyzed. However, in the exudates obtained after growing strain HR1a and clover together, there was a significant decrease in the percentage of sugars, organic acids, and amino acids, especially at day three, and a clear increase in the percentage of the catabolic intermediates of several amino acids (Table 1). When phenanthrene was added to the gnotobiotic systems, the proportions in the composition of root exudates did not significantly change in the absence of bacteria; however, in the presence of bacteria, there was a significant decrease in the proportion of amino acids on days 3 and 6 of the experiment, and an increase in the proportions of sugars on day 3, compared with the microcosm in the absence of the contaminant (Table 1; Table S1).

**TABLE 1:** Percentage of groups of compounds in clover exudates obtained from gnotobiotic systems planted with clover seeds after three (3D) and 6 days (6D)^*a*^

Gnotobiotic system	Sugars	Polyols	Amino acids	Amino acid inter.	Organic acids	Others
C 3D	30.23	22.61	13.62	3.65	27.27	2.62
C+H 3D	20.63	23.50	7.01	24.58	18.41	5.87
C+Phe 3D	28.28	24.29	14.26	3.19	27.25	2.74
C+H+Phe 3D	28.37	22.33	1.87	28.17	15.34	3.91
C 6D	26.85	28.12	6.41	3.66	29.05	5.91
C+H 6D	22.88	22.01	3.82	21.78	21.95	7.55
C+Phe 6D	26.52	29.32	7.49	3.82	28.02	4.82
C+H+Phe 6D	20.74	24.91	2.21	25.87	17.78	8.49

a C, clover; C+H, clover plus *Novosphingobium* sp. HR1a; C+Phe, clover plus phenanthrene; C+H+Phe, clover plus *Novosphingobium* sp. HR1a plus phenanthrene.

10.1128/mSphere.00412-21.3 TABLE S1 Relative quantities of the compounds identified in exudates from gnotobiotic systems at day 3 (3D) and day 6 (6D) after planting. C, clover; H, *Novosphingobium* sp. HR1a; Phe, phenanthrene; SD, standard deviation. Download Table S1, CSV file, 0.01 MB. Copyright © 2021 Molina et al. 2021 Molina et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The most abundant sugars in clover exudates were saccharose and ribose (Table 2), but their concentrations were similar in exudates produced in the presence and absence of the bacteria, suggesting that either they were produced at a higher rate than the bacterial utilization rate or they were not at all being consumed by *Novosphingobium* sp. HR1a. To discriminate between these two possibilities, we tested the growth of strain HR1a in M9 minimal medium with saccharose or ribose as the sole carbon source. No growth was detected in any of the cases (not shown), confirming that these two sugars were not being consumed by our strain in the rhizosphere. Fructose, galactose, and glucose were present at lower concentrations in exudates obtained in the presence of bacteria than in bacterial-free exudates, suggesting that they were being consumed by strain HR1a in the gnotobiotic systems. Maltose was present at significantly lower concentrations in exudates from inoculated microcosms on day 3 but not on day 6 (Table 2; Fig. 3A). Accordingly, strain HR1a grew in mineral medium M9 when any of these four sugars was added as the sole carbon source (Fig. 4; Fig. S1A).

**FIG 3:**
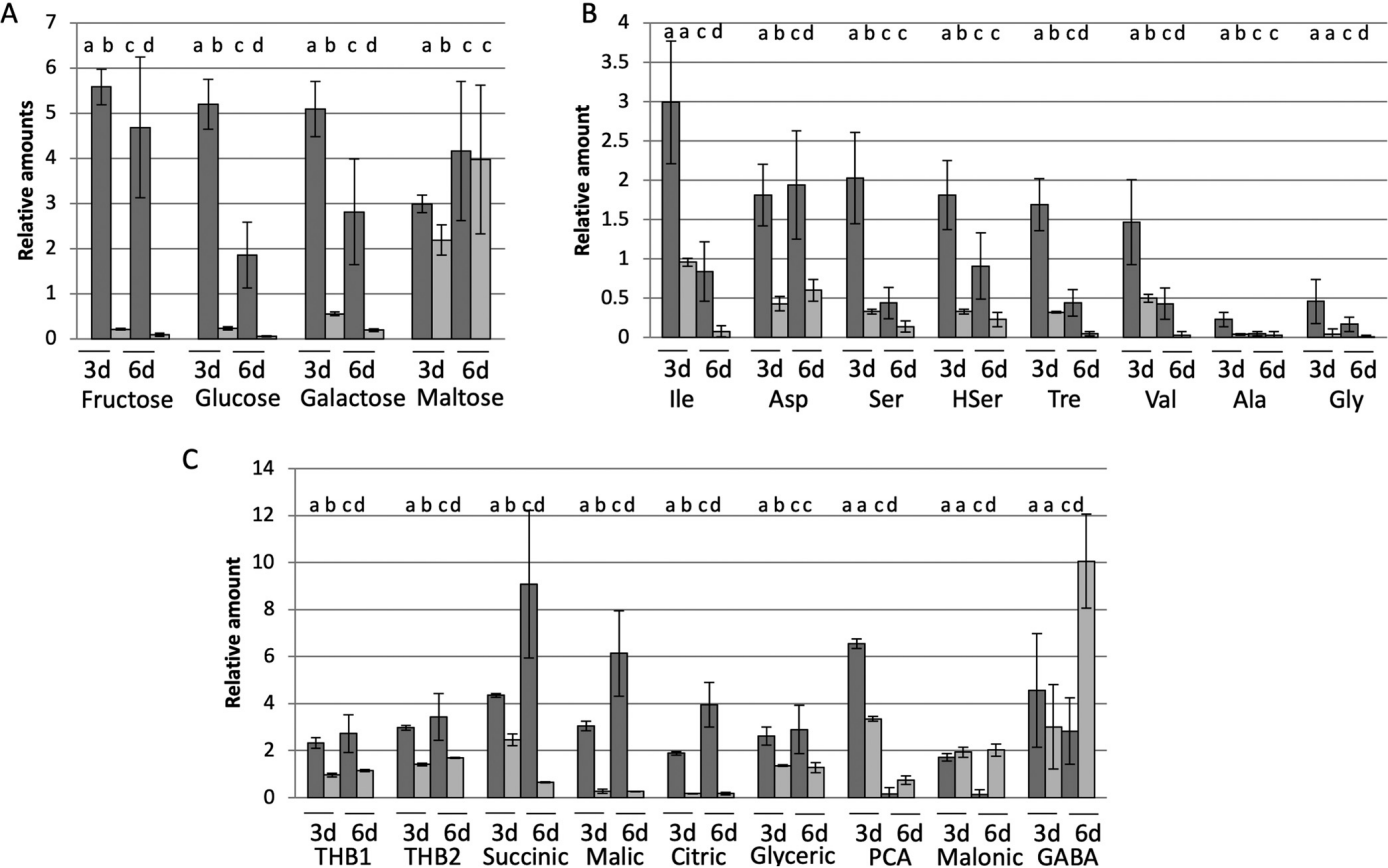
Relative amounts of (A) sugars, (B) amino acids, and (C) organic acids in noninoculated (dark gray) and inoculated (light gray) clover seedling exudates. The bars represent the mean of three independent measurements ± standard error; the different letters indicate statistical differences between the two time points and between the treatments at *P* < 0.05. Ile, isoleucine; Asp, aspartic acid; Ser, serine; HSer, homoserine; Tre, threonine; Val, valine; Ala, alanine; Gly, glycine; THB, 2,3,4-trihydroxybutyric acid (isomers 1 and 2 each); PCA, protocatechuic acid; GABA, γ-amino butyric acid.

**FIG 4:**
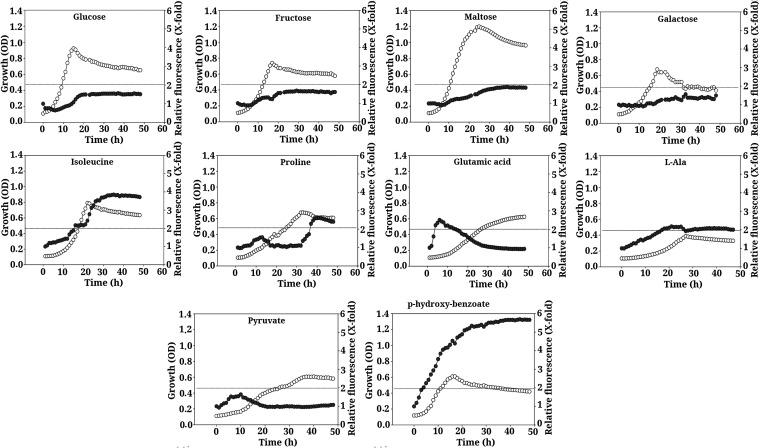
Growth course (empty symbols) and expression of P*_phaAB_* (solid symbols) during the growth of *Novosphingobium* sp. HR1a in M9 minimal medium with different compounds as the sole carbon source (sugars, amino acids, and organic acids). Growth was measured as OD_660_, and P*_pahAB_* expression was measured as the relative fluorescence (fluorescence normalized with OD_660_), as indicated in Materials and Methods. The dotted line indicates a 2-fold induction of fluorescence. The graph represents the mean of 6 experiments.

**TABLE 2:** Relative quantities of the compounds identified in gnotobiotic systems at day 3 (3D) and day 6 (6D) after planting, with clover (C) and clover with *Novosphingobium* sp. HR1a (C+H)

Identified compound	C 3D	C+H 3D	C 6D	C+H 6D
Sugars				
Saccharose	12.91 ± 0.43	15.47 ± 0.48	6.56 ± 2.28	5.66 ± 1.22
Ribose	10.03 ± 1.37	8.45 ± 0.30	17.12 ± 6.54	20.69 ± 0.98
Fructose	5.58 ± 0.40	0.21 ± 0.02	4.68 ± 1.56	0.09 ± 0.03
Glucose	5.20 ± 0.55	0.23 ± 0.04	1.86 ± 0.73	0.06 ± 0.01
Galactose	5.09 ± 0.61	0.55 ± 0.04	2.81 ± 1.17	0.19 ± 0.03
Maltose	2.99 ± 0.19	2.19 ± 0.34	4.16 ± 1.54	3.97 ± 1.65
Rhamnose	0.36 ± 0.01	0.30 ± 0.04	0.28 ± 0.06	0.25 ± 0.07
Polyols				
Myoinositol	10.66 ± 0.75	11.61 ± 0.40	14.31 ± 4.50	12.76 ± 2.51
d-Pinitol	12.55 ± 0.53	13.40 ± 0.53	15.07 ± 5.55	13.99 ± 1.50
Glycerol	8.32 ± 0.82	6.20 ± 0.09	9.85 ± 3.13	2.99 ± 0.89
Amino acids				
l-Ile	2.99 ± 0.78	0.96 ± 0.05	0.84 ± 0.38	0.08 ± 0.07
l-Glu	3.05 ± 0.82	2.95 ± 0.34	2.82 ± 1.01	3.46 ± 0.58
l-Pro	3.46 ± 0.73	3.41 ± 0.14	0.89 ± 0.34	0.53 ± 0.24
l-Asp	1.81 ± 0.39	0.43 ± 0.09	1.94 ± 0.69	0.60 ± 0.14
l-Ser	2.03 ± 0.58	0.33 ± 0.03	0.44 ± 0.20	0.14 ± 0.07
Homoserine	1.81 ± 0.44	0.33 ± 0.03	0.91 ± 0.42	0.23 ± 0.09
l-Tre	1.69 ± 0.33	0.32 ± 0.01	0.44 ± 0.17	0.05 ± 0.03
l-Val	1.47 ± 0.54	0.50 ± 0.05	0.43 ± 0.20	0.03 ± 0.05
l-Ala	0.23 ± 0.09	0.04 ± 0.01	0.05 ± 0.03	0.03 ± 0.05
l-Gly	0.46 ± 0.28	0.04 ± 0.07	0.17 ± 0.09	0.01 ± 0.02
Amino acid intermediates				
Oxoproline	3.96 ± 0.59	21.58 ± 1.86	4.22 ± 1.65	20.99 ± 2.87
2-Hydroxyglutaric	0.94 ± 0.01	1.87 ± 0.04	0.89 ± 0.25	1.35 ± 0.05
Methylmalonic	0.18 ± 0.17	1.91 ± 0.08	0.00 ± 0.00	0.79 ± 0.30
2-Aminoadipic	0.00 ± 0.00	1.51 ± 0.06	0.00 ± 0.00	1.38 ± 0.39
l-Indole-3-lactic acid	0.00 ± 0.00	5.18 ± 0.34	0.00 ± 0.00	3.38 ± 0.19
Organic acids				
Protocatechuic acid	6.55 ± 0.20	3.35 ± 0.10	0.16 ± 0.27	0.75 ± 0.18
2,3,4 Trihydroxybutyric (isomer 1)	2.32 ± 0.22	0.96 ± 0.08	2.72 ± 0.81	1.15 ± 0.04
2,3,4 Trihydroxybutyric (isomer 2)	2.97 ± 0.10	1.41 ± 0.05	3.43 ± 0.99	1.69 ± 0.02
Succinic acid	4.35 ± 0.08	2.46 ± 0.24	9.07 ± 3.14	0.65 ± 0.02
Malic acid	3.04 ± 0.20	0.26 ± 0.09	6.13 ± 1.81	0.26 ± 0.02
Glyceric acid	2.62 ± 0.38	1.36 ± 0.04	2.90 ± 1.02	1.28 ± 0.21
4-hydroxybutanoic (GABA)	4.56 ± 2.42	3.01 ± 1.79	2.83 ± 1.41	10.05 ± 2.00
Citric acid	1.89 ± 0.08	0.17 ± 0.01	3.95 ± 0.94	0.17 ± 0.06
Terephthalic acid	1.66 ± 0.06	2.42 ± 0.09	0.00 ± 0.00	0.00 ± 0.00
Malonic acid (propanedioic)	1.72 ± 0.16	1.93 ± 0.21	0.14 ± 0.20	2.02 ± 0.27
Glycolic acid	0.89 ± 0.04	0.51 ± 0.04	1.62 ± 0.73	2.66 ± 3.03
Gluconic acid (isomer 1)	0.40 ± 0.03	0.34 ± 0.03	0.54 ± 0.14	0.35 ± 0.09
Gluconic acid (isomer 2)	0.43 ± 0.04	0.21 ± 0.01	0.37 ± 0.00	0.22 ± 0.06
4-Hydroxybenzoic acid	0.81 ± 0.03	0.48 ± 0.05	1.02 ± 0.37	0.37 ± 0.04
Shikimic acid	0.71 ± 0.04	0.49 ± 0.07	0.23 ± 0.07	1.03 ± 0.08
Deoxytetronic acid	0.57 ± 0.01	0.35 ± 0.06	0.76 ± 0.25	0.24 ± 0.03
Oxalic acid	0.58 ± 0.05	0.39 ± 0.03	1.24 ± 0.45	0.36 ± 0.05
Glutaric acid (pentanedioic)	0.35 ± 0.07	1.50 ± 0.17	0.79 ± 0.34	1.04 ± 0.17
2-Butenedioic	0.34 ± 0.08	0.15 ± 0.01	0.63 ± 0.27	0.13 ± 0.03
Azelaic acid	0.28 ± 0.03	0.35 ± 0.03	0.41 ± 0.15	0.39 ± 0.03
Lactic acid	0.20 ± 0.04	1.18 ± 0.13	0.38 ± 0.16	3.29 ± 3.91
Galactaric acid	0.23 ± 0.05	0.20 ± 0.06	0.33 ± 0.10	0.36 ± 0.17
Tartaric acid	0.17 ± 0.01	0.14 ± 0.01	0.20 ± 0.08	0.13 ± 0.01
Ethylmalonic/methylsuccinic acid	0.16 ± 0.01	0.18 ± 0.03	0.49 ± 0.25	0.36 ± 0.08
Aconitic acid	0.05 ± 0.09	0.07 ± 0.12	0.13 ± 0.22	0.00 ± 0.00
Others				
Urea	2.70 ± 0.20	2.53 ± 0.18	6.81 ± 2.16	4.09 ± 1.13
*N*-Methacryloylglycine	0.52 ± 0.02	3.04 ± 0.23	0.57 ± 0.29	3.87 ± 1.31
Uracil	0.44 ± 0.05	2.22 ± 0.18	0.87 ± 0.35	2.24 ± 0.45

10.1128/mSphere.00412-21.1 FIG S1 *Novosphingobium* sp. HR1a growth in M9 minimal medium with (A) sugars (10 mM) as the sole carbon source or (B) amino acids (5 mM) as the sole carbon source. LB-grown overnight cultures of *Novosphingobium* sp. HR1a (OD_660_ ≈ 2.5) were washed three times with distilled water and diluted into the M9 minimal medium to reach an OD_660_ of 0.005. Two hundred microlitres of the M9 minimal medium with each carbon source was dispensed into wells of honeycomb microplates (OY Growth Curves Ab Ltd., Raisio, Finland). Wells inoculated with M9 minimal medium but without carbon sources were included in the experiment as controls. Three independent experiments with 8 replicas each were carried out. Growth was monitored using an FP-1100-C Bioscreen C MBR (type) analyzer system (OY Growth Curves Ab Ltd., Raisio, Finland) at 30°C with continuous agitation. Turbidity was measured using a sideband filter at 420 to 580 nm every 60 minutes for 2 days. Download FIG S1, TIF file, 0.4 MB. Copyright © 2021 Molina et al. 2021 Molina et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The concentration of most of the detected amino acids, except glutamic acid and proline, decreased in the presence of bacteria (Table 2; Fig. 3B). However, *Novosphingobium* sp. HR1a was able to grow in M9 mineral medium containing glutamic acid or proline as the sole carbon source (Fig. S1B). All the intermediates of amino acid metabolism identified in this study increased their concentration in the presence of bacteria, with the increase in oxoproline being especially significant (Table 2).

Among the most abundant organic acids in clover exudates (Table 2), succinic, malic, 2,3,4-trihidroxybutyric, citric, and glyceric acids were apparently consumed by *Novosphingobium* sp. HR1a in the clover rhizosphere (Fig. 3C), while protocatechuic acid, malonic acid, and γ-aminobutyric acid (GABA) accumulated in the presence of bacteria after 6 days (Fig. 3C). Terephthalic acid, which was relatively abundant in the exudates obtained after 3 days of planting/inoculation (1 to 2%), was not detected in exudates obtained after 6 days (Table 2) either in the presence or in the absence of the bacteria. Other organic acids, which were consumed by strain HR1a, are gluconic (isomer 2), 4-hydroxybenzoic, deoxytetronic, oxalic, and 2-butenedioic acid (Table 2). The shikimic acid concentration decreased in the presence of our bacterium in the exudates of day 3, but its concentration was found increased on day 6 (Table 2).

Compounds such as uracil or *N*-methacryloylglycine seemed to have accumulated in the rhizosphere of clover plants as a consequence of the presence of strain HR1a, as they were detected in higher quantities in exudates with bacteria than in exudates without strain HR1a (Table 2).

In the gnotobiotic systems to which phenanthrene had been added, phenanthrene quantities in the absence of our bacteria were higher than in their presence. Salicylate, which is an intermediate in the pathway of phenanthrene degradation, was 6.4-fold and 6.2-fold more abundant in the exudates of 3 and 6 days, respectively, in the presence of HR1a than in the exudates without added bacteria (Table S2).

10.1128/mSphere.00412-21.4 TABLE S2 Identification of phenanthrene and salicylate in exudates. The relative amounts of each compound were calculated by dividing the peak area between the milligrams of lyophilized exudate used in the analysis. C, clover; Phe, phenanthrene; 3D, exudates obtained 3 days after inoculation; 6D, exudates obtained after 6 days. Download Table S2, DOCX file, 0.01 MB. Copyright © 2021 Molina et al. 2021 Molina et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### *pahAB* genes are expressed in the presence of clover exudates.

The presence of carbon sources other than PAHs in the rhizosphere could produce so-called catabolic repression, under which the microorganisms preferentially consume more easily mineralizable carbon sources, affecting the expression of the contaminant-degradation genes (45). Therefore, we analyzed the expression of the *pahAB* genes encoding the initial dioxygenase responsible for phenanthrene degradation in *Novosphingobium* sp. HR1a by using the reporter strain *Novosphingobium* sp. HR1a (pKSPA-1), which carries the P*_pahA_*-green fluorescent protein (GFP) construct (34), while growing it in M9 minimal medium with different carbon sources.

l-Isoleucine (expression level, 4-fold), l-proline (2.5-fold), l-alanine (2-fold), glutamic acid (2.5-fold), and *p*-hydroxybenzoate (5.5-fold) were able to induce the expression of the *pahAB* genes (Fig. 4). Furthermore, the expression of these genes did not decrease while the strain was growing with any of the sugars tested (glucose, fructose, maltose, or galactose) or with pyruvate (Fig. 4), indicating that the basal expression from the *pahAB* promoter was not repressed by the presence of these compounds.

To further explore the effect of rhizospheric exudates on the expression of the *pahAB* promoter *in vivo*, we inoculated *Novosphingobium* sp. HR1a (pKSPA-1) into gnotobiotic systems with clover seeds, and GFP fluorescence and the numbers of CFU were measured in the pots at days 0, 3, 6, and 9. Our results showed that there was a 4-fold induction of GFP fluorescence after 6 days (Fig. 5). This result suggests that, under our experimental conditions, the root exudates were able to induce the expression of the dioxygenase promoter.

**FIG 5:**
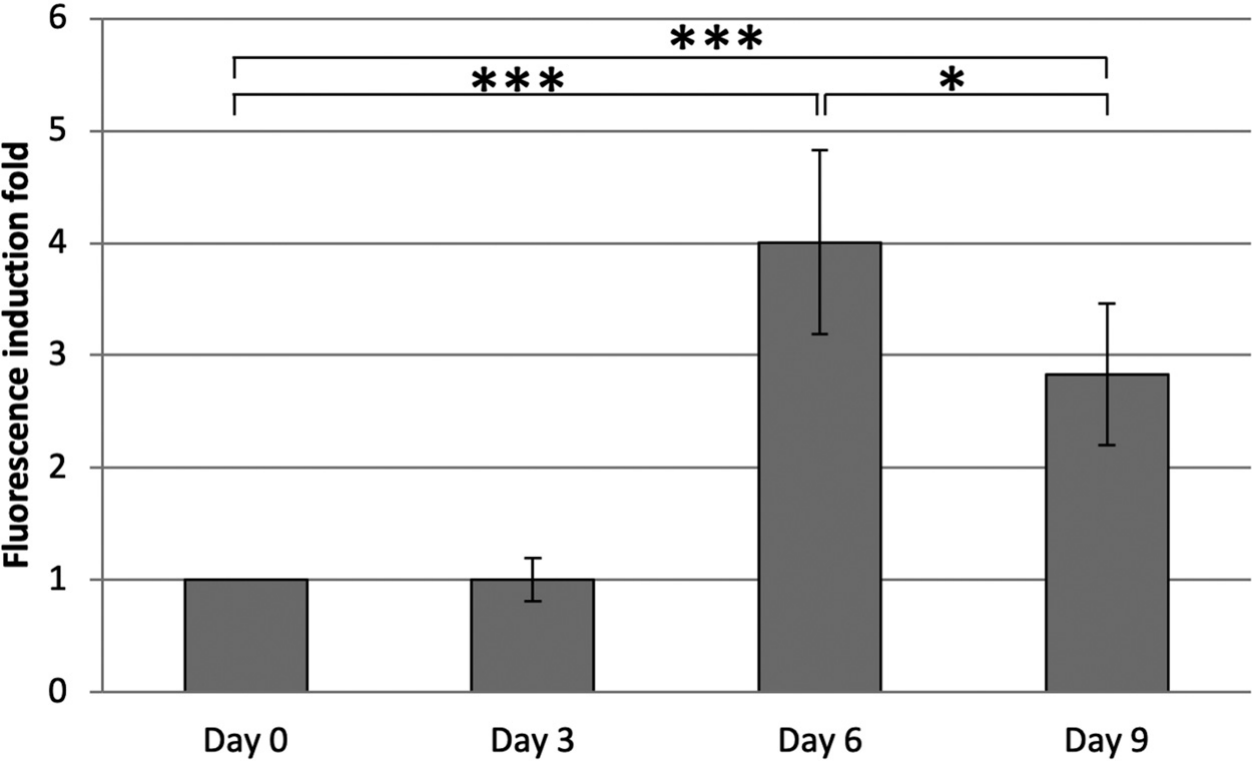
Increased GFP fluorescence with time in gnotobiotic systems with clover. The fluorescence measurements were normalized to the number of CFU in the pots. The induction-fold was calculated as the fluorescence per CFU at any time relative to the fluorescence per CFU at day 0. Changes between days 0 and 3 were not statistically significant. ***, *P* = 0.002; *, *P* = 0.041.

### Genes expressed in the rhizosphere.

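RNA of Novosphingobium sp. HR1a, a bacterium that uses polycyclic aromatic hydrocarbons, was sequenced from gnotobiotic systems, which held clover seedlings and no other microbe, on day 8 after planting. Cells were collected from the liquid of 4 pots per experiment, and 2 independent experiments gave 1 library each. There was no library without clover, so the values are levels within 1 condition and no test between conditions was possible. The table of read counts covers 7187 genes: 6149 annotated genes and 1038 transcripts that the authors predicted outside the annotation. The library of experiment 1 held 11942480 counts and that of experiment 2 held 14731968 counts, over 7133 and 7132 genes with a read. The authors mapped the reads to the draft genome of the strain with HISAT2 and counted them per gene with HTSeq. The deposited counts are raw. FPKM was computed here from the counts, the gene lengths and the library totals, and both scales are given because counts favour long genes and FPKM does not. The 2 libraries had a Pearson correlation across genes of 0.980 and a Spearman correlation of 0.978 in log2 CPM, over the 6824 genes with at least 10 counts in both, and genes are not independent replicates. The biological coefficient of variation, estimated with edgeR, was 0.221 over the same genes. Locus tags are those of the annotation of this strain, and positions are those of the authors' joined draft genome.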

To further investigate the metabolic abilities of *Novosphingobium* sp. HR1a in the clover rhizosphere, we carried out a transcriptomic analysis to identify the genes that were expressed in the presence of clover roots and their respective exudates. In the gnotobiotic systems without clover seedlings, the number of CFU decreased by about 2 orders of magnitude from 1.63 × 10^5^ (±5.06 × 10^4^) at inoculation time to 1.43 × 10^3^ (± 4.08 × 10^2^) after 9 days. However, there was a significant increase in the number of CFU in the presence of clover seedlings, reaching 1.79 × 10^7^ ± 3.62 × 10^6^ CFU in this period of time. This result clearly indicates that the bacteria were actively growing in the systems. Accordingly, the level of expression in the gnotobiotic systems of well-known reference genes was relatively high (Table S3), thus supporting the active metabolic state of the cells.

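All 6 reference genes were transcribed in both experiments, and dnaK, rpoD, rho and secA ranked above recA by mean read count. The chaperone gene dnaK (HWN72_07395) had the highest level, with 73080 and 110382 counts and 3573 ± 509.8 FPKM (SD, n = 2 libraries), and 11 genes had a higher mean count. The gene of the housekeeping sigma factor, rpoD (HWN72_06980), had 8797 and 11509 counts and 374 ± 15.5 FPKM, and rho (HWN72_16440), for transcription termination, had 7923 and 8591 counts and 496 ± 45.2 FPKM. The translocase gene secA (HWN72_05855) had 6814 and 8397 counts and 207 ± 0.150 FPKM. For recA (HWN72_10800), which encodes the recombinase of homologous recombination, the counts were 4777 and 6385, the mean count was 5581 and the level was 389 ± 22.1 FPKM. The lowest of the 6 was proC (HWN72_12565), for the last step of proline synthesis, with 694 and 1099 counts and 81.9 ± 14.4 FPKM, yet 73.4% of the genes with a read had a lower mean count. By mean count, 228 genes ranked above rpoD, 294 above rho, 318 above secA and 1902 above proC. Ranked by FPKM instead, these numbers were 27 for dnaK, 520 for rpoD, 388 for rho, 872 for secA and 1968 for proC, since FPKM divides by gene length.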

10.1128/mSphere.00412-21.5 TABLE S3 Level of expression (FPKM) of reference genes in *Novosphingobium* sp. HR1a growing in the gnotobiotic systems. Download Table S3, DOCX file, 0.01 MB. Copyright © 2021 Molina et al. 2021 Molina et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

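By mean read count, 415 genes ranked above recA, which is 5.77% of the table, and 374 of them had more counts than recA in each library on its own. Together they held 66.3% ± 1.45 (SD, n = 2) of all counts, 65.3% in experiment 1 and 67.4% in experiment 2. The most abundant RNA was rnpB (HWN72_11355), the RNA component of ribonuclease P, which processes the 5' ends of tRNAs. It alone took 6.91% ± 0.351 of the counts. It was followed by HWN72_01120, a hypothetical protein of unknown function at positions 250118 to 250549, with 367646 and 569939 counts. Next among annotated genes came rpoB (HWN72_00120), for the beta subunit of RNA polymerase, with 163857 and 258226 counts, and a TonB-dependent receptor of the outer membrane, HWN72_11165, with 166656 and 161895 counts. The elongation factor genes tuf (HWN72_12150) and fusA (HWN72_12155), the OmpA family gene HWN72_00855 and the chaperonin gene groL (HWN72_00185) were also among the 15 highest, which together held 22.7% ± 1.15 of the counts. The 23S rRNA gene HWN72_30380 was among the 15 only through experiment 1, with 166877 and 13427 counts. Of the genes above recA, 57 were predicted transcripts and 4 were genes of stable RNAs.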

We focused our analysis on the 416 genes whose levels of expression were higher than that of *recA*; expression of these genes in the gnotobiotic systems represented about 67% of the total read counts. 

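Genes of protein synthesis and RNA synthesis stood out among the genes above recA. Of the 54 ribosomal protein genes with a read, 40 had a higher mean count than recA, and all 54 had a higher FPKM. The highest of them were rplL (HWN72_00155), for the stalk protein L7/L12 of the large subunit, at 7129 ± 658 FPKM (SD, n = 2 libraries), and rpsM (HWN72_12010), for protein S13 of the small subunit, at 6385 ± 1874 FPKM. Among translation factors, 7 of 16 genes were above recA by count. Elongation factor Tu, which brings aminoacyl-tRNAs to the ribosome and is encoded by tuf, reached 8738 ± 836 FPKM, elongation factor G, encoded by fusA, 2960.1 ± 256 FPKM and elongation factor Ts (HWN72_04670) 2379 ± 512 FPKM. Of the genes for RNA polymerase and for transcription elongation and termination, 10 of 17 were above recA, with rpoB at 3749.6 ± 646 FPKM, rpoC (HWN72_00115) at 2784 ± 243 FPKM and the heat shock sigma factor gene rpoH (HWN72_11380) at 3795 ± 104 FPKM. The 3 lists held more genes above recA than their size gives by chance (Fisher's exact test, two-sided, Benjamini-Hochberg over 39 lists; adjusted p = 3.3e-37, 6.6e-05 and 5.1e-08). Aminoacyl-tRNA synthetases, which charge tRNAs, had 8 of 25 genes above recA by count (Fisher's exact test, adjusted p = 0.00021) and none by FPKM (adjusted p = 0.490). Hypothetical proteins had only 25 of 1188 genes above recA by count, fewer than their size gives (Fisher's exact test, adjusted p = 5.2e-10), and by FPKM 67 (adjusted p = 0.093). Transposase, phage and conjugation genes had none above recA among 252 (Fisher's exact test, adjusted p = 2.2e-06). In read counts of the genes above recA, annotated genes in none of the lists held 14.9% ± 0.240 (n = 2), predicted transcripts 13.3% ± 1.01 and rRNA and other structural RNA 12.0% ± 1.52. The 4 groups of metabolism together held 11.4% ± 0.249, translation and transcription 10.2% ± 0.732, ribosomal proteins 8.80% ± 0.510, transport and outer membrane 8.23% ± 0.782 and hypothetical proteins 8.22% ± 0.305. Most of the last share came from HWN72_01120 alone, with a mean count of 468792.5 of 731032.5. Likewise, rnpB alone made up most of the share of rRNA and other structural RNA, with a mean count of 925004 of 1048974. As shares of summed FPKM the order differed, with rRNA and other structural RNA at 17.0%, hypothetical proteins at 16.9%, ribosomal proteins at 14.6%, metabolism at 5.92% and translation and transcription at 4.34%. Genes of 1 operon are transcribed together, so the members of a list are not independent, and the study's own group members are not listed in the sources used here.

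**Figure D1:**
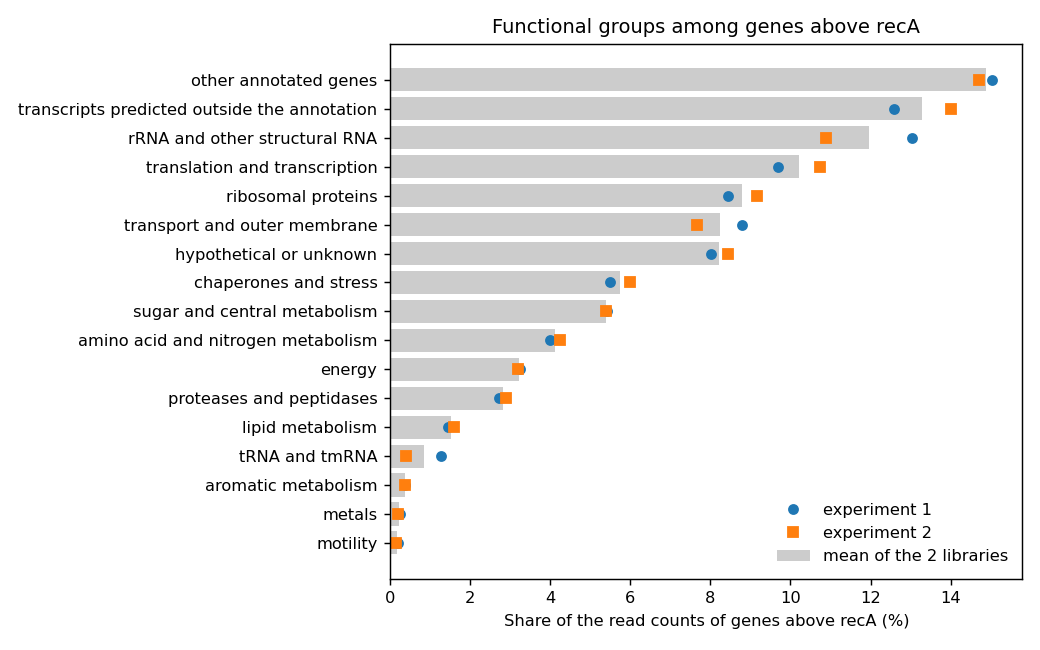
Share of the read counts of genes above recA (horizontal axis, percent) held by each functional group (vertical axis). Bars are the mean of the 2 libraries, circles are experiment 1 and squares are experiment 2. Translation and transcription lies at 9.69% and 10.7% and ribosomal proteins at 8.43% and 9.16%, an order that turns on the scale of summed FPKM.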

The most abundant groups involved were ribosomal proteins, proteins involved in translation initiation, elongation, and transcription termination, RNA polymerases, hypothetical proteins, and genes related with metabolism in general (Fig. 6; Table S4). Among the latter group, the genes involved in sugar and central metabolism represented 40% of the read counts, followed by transcripts related with amino acid metabolism, ammonium, and urea cycles (Fig. 6). 

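Genes of sugar and central metabolism held the largest part of the metabolism counts in both libraries. Among the genes above recA that fell into 1 of the 4 metabolism groups, sugar and central metabolism took 47.4% ± 1.26 (SD, n = 2) with 36 genes, amino acid and nitrogen metabolism 36.1% ± 0.864 with 27 genes, lipid metabolism 13.3% ± 0.494 with 9 genes and aromatic metabolism 3.25% ± 0.102 with 4 genes. The distance between the first and the second was larger than the spread between the libraries. In glycolysis, gap (HWN72_06125), for glyceraldehyde-3-phosphate dehydrogenase, had 555 ± 46.6 FPKM, the fructose bisphosphate aldolase gene HWN72_06145 had 644 ± 39.2 FPKM and eno (HWN72_07045), for enolase, had 336 ± 5.93 FPKM. Of the genes of glycolysis, the Entner-Doudoroff pathway and the pentose phosphate pathway, 6 of 22 were above recA by count (Fisher's exact test, two-sided, adjusted p = 0.0032) and 3 by FPKM (adjusted p = 0.270). Of the genes that join phosphoenolpyruvate, pyruvate and oxaloacetate, 3 of 9 were above recA by count (Fisher's exact test, adjusted p = 0.024) and 2 by FPKM (adjusted p = 0.188), with malic enzyme HWN72_02195 at 199.5 ± 12.1 FPKM. Among other amino acid enzymes, adenosylhomocysteinase (HWN72_05775), which recycles the product of methylation reactions, had 1489 ± 161 FPKM, methionine synthase (HWN72_21005) had 1208 ± 152 FPKM and phosphoserine transaminase (HWN72_04805), an enzyme of serine synthesis, had 899 ± 129 FPKM. The groups were assigned by product description, each gene counted once.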

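In a cluster of genes that turns p-hydroxybenzoate into intermediates of central metabolism, pobA, pcaG and pcaH were above recA by count and by FPKM. The gene pobA (HWN72_25535, positions 5525013 to 5526194), which encodes the monooxygenase that makes protocatechuate from p-hydroxybenzoate, had 8224 and 11130 counts and 611 ± 40.0 FPKM (SD, n = 2 libraries). Protocatechuate 3,4-dioxygenase opens the aromatic ring. Its alpha subunit gene pcaG (HWN72_25545) had 992 ± 105 FPKM and its beta subunit gene pcaH (HWN72_25540) had 884 ± 175 FPKM, and both lie within positions 5526249 to 5527638. Between pcaG and pcaD lies HWN72_25550, for 3-carboxy-cis,cis-muconate cycloisomerase, the next enzyme after ring opening, at 436 ± 119 FPKM with 4825 and 8785 counts, above recA in the mean of both scales. A later step of the pathway is encoded by pcaD (HWN72_25555), the 3-oxoadipate enol-lactonase, at 357 ± 28.2 FPKM, which is above recA by count, with 4751 and 6553 counts, and below it by FPKM. Of 14 genes that the list of this pathway matched by description, 4 were above recA by count (Fisher's exact test, two-sided, adjusted p = 0.015) and 3 by FPKM (adjusted p = 0.111). With the library of experiment 1 alone the test by count gave an adjusted p of 0.083. The list, whose median was 44.7 FPKM, does not hold HWN72_25550, which was chosen after its values were seen, so the counts and tests leave it out.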

The genes involved in *p*-hydroxybenzoate and protocatechuate degradation were also being expressed in the clover rhizosphere (Fig. 6; Table S4).

**FIG 6:**
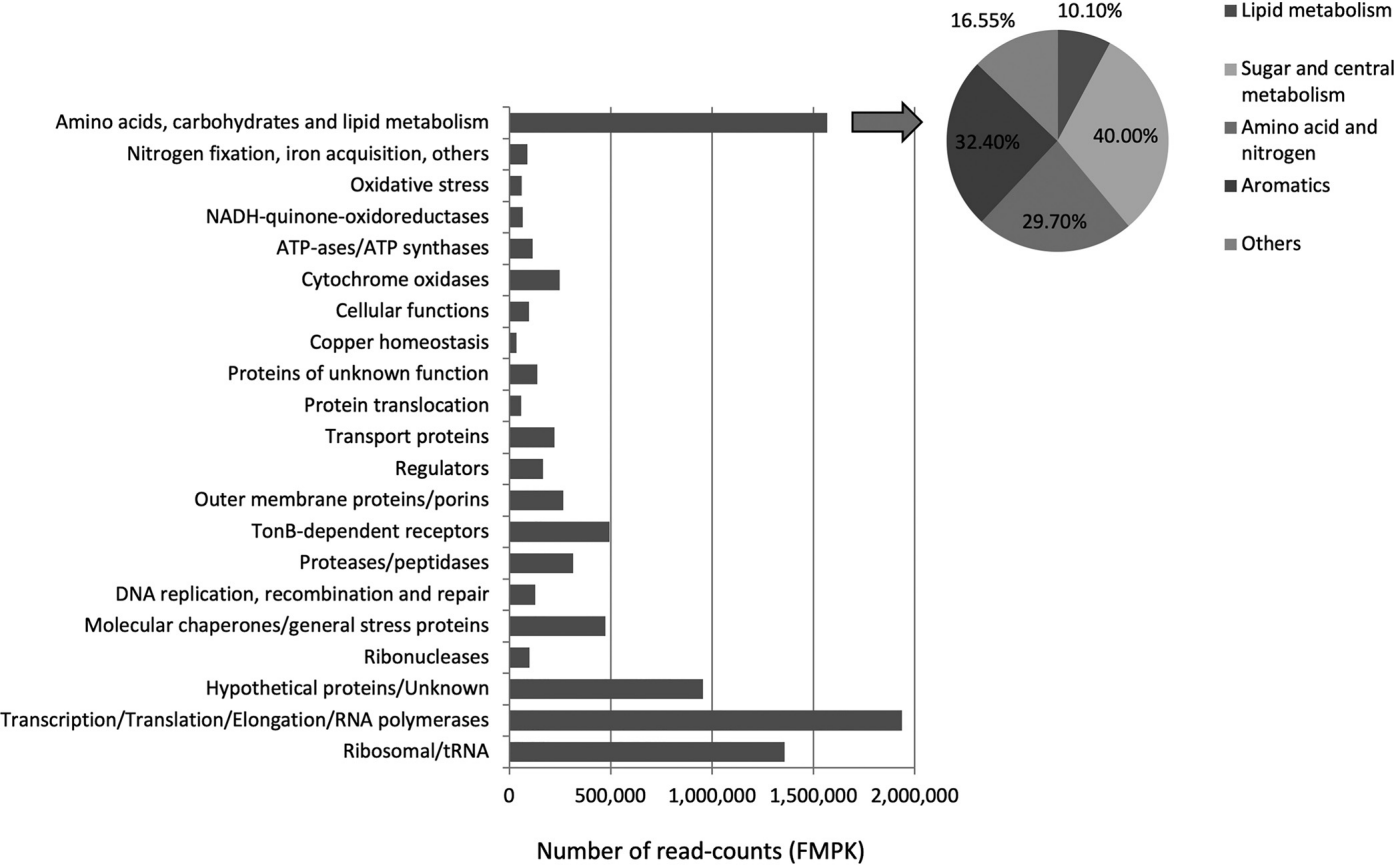
Functional analysis of the most abundant transcripts in the gnotobiotic systems (number of read counts as fragments per kilobase of transcript sequence per millions of sequenced base pairs [FMPK]) and relative abundance (percentage) of genes which are involved in lipid, sugar and central metabolism, amino acid and nitrogen metabolism, aromatic metabolism, and other metabolic processes.

10.1128/mSphere.00412-21.6 TABLE S4 Level of expression (FPKM) of *Novosphingobium* sp. HR1a genes growing in the clover rhizosphere (TH). Download Table S4, CSV file, 1.1 MB. Copyright © 2021 Molina et al. 2021 Molina et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

In bioaugmentation strategies for contaminant bioremediation, the selected introduced bacteria have to establish interactions with a dynamic environment, and the balance between the cooperative and antagonistic forces will determine the outcome of this strategy (46). When bioaugmentation is required in rhizoremediation strategies, the biodegrading bacteria have to be metabolically active and have to be able to mineralize the contaminant. We have demonstrated that the coexistence of clover seedlings and bacterial cells of *Novosphingobium* sp. HR1a allows for the establishment of mutual beneficial interactions, in which the bacteria obtain carbon and nitrogen for growth from the plant while the plant benefits from the elimination of the contaminant. Although this observed beneficial effect has not been deeply explored in this study, the alleviation of the toxic effect of the contaminants toward plants by rhizospheric bacteria has already been demonstrated in other plant-bacteria systems (26, 47). Increasing plant growth and yield in contaminated soils will allow the utilization of marginal soils in agricultural production. The possible accumulation of contaminants or some intermediates in the aerial part of the plant will preclude the utilization of contaminated soils for food crops; however, utilization of crops for the generation of bio-energy will allow the increase of the economic revenues during bioremediation.

Plants exude around 11 to 40% of their photosynthetically accumulated carbon through root exudation (48), the primary metabolites being mainly composed of organic acids, amino acids, and sugars (49–51). The composition of root exudates varies with plant age, physiological conditions, climate, and plant species and in response to the presence of bacterial strains (50, 52, 53). Metabolites exuded by plant roots make a significant contribution to the shaping of their root microbiome (54). Although many studies have focused on the secretion of secondary metabolites as compounds responsible for specific plant-bacteria interactions (55, 56), other authors have suggested that the preference of certain bacteria for the consumption of specific compounds of the plant exudates could be a major driving force for shaping root microbiota (57, 58). 

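In the phosphotransferase system, which phosphorylates sugars as they enter the cell, the fructose-specific component EIIBC (HWN72_20600, positions 4374314 to 4376014) had 1037 ± 107 FPKM (SD, n = 2 libraries). The neighbouring genes ptsP (HWN72_20610), which passes the phosphate from phosphoenolpyruvate, and pfkB (HWN72_20605), for 1-phosphofructokinase, had 965 ± 146 and 626 ± 60.5 FPKM. In the phosphotransferase list, 2 of 9 genes were above recA by count and 3 by FPKM (Fisher's exact test, adjusted p = 0.133 and 0.040). For galactose, the mutarotase gene HWN72_09440 had 652 ± 121 FPKM and a sugar transporter gene close to it, HWN72_09435, had 549.6 ± 51.7 FPKM. Among the genes for uptake and use of galactose, maltose, fructose and other sugars, 3 of 34 were above recA by count (Fisher's exact test, two-sided, adjusted p = 0.497). Genes that make valine, isoleucine and leucine were above recA by count in 6 of 15 cases (Fisher's exact test, adjusted p = 0.00038), with ilvC (HWN72_07865), the ketol-acid reductoisomerase, at 925 ± 94.5 FPKM. Of 16 genes for the breakdown of these amino acids, none was above recA by count or by FPKM, where chance gives 0.928 and 1.11 (Fisher's exact test, adjusted p = 1 and 0.649), and the highest was mce (HWN72_05625), for methylmalonyl-CoA epimerase, at 199 ± 3.11 FPKM. Near it lies HWN72_05615, an acyl-CoA carboxylase subunit gene outside the list and chosen after its values were seen, at 556 ± 47.8 FPKM. Also outside the list and chosen so is HWN72_04020, described as a Glu/Leu/Phe/Val dehydrogenase, which was above recA at 454 ± 3.73 FPKM. In the list of tyrosine and phenylalanine breakdown, matched by description, 2 of 19 genes were above recA by count (Fisher's exact test, adjusted p = 0.394, and 0.046 with predicted transcripts matched by domain names, an alternative chosen after seeing the data). The gene HWN72_17085, described only as of the fumarylacetoacetate hydrolase family, had 1340.1 ± 192 FPKM, and this family name does not settle a part in tyrosine breakdown. The gene hppD (HWN72_12920), for the dioxygenase that makes homogentisate, had 382 ± 78.7 FPKM and a mean count of 5525.5, below recA on both scales.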

Our studies have shown significant experimental evidence, indicating that sugars (at least glucose, galactose, and fructose), amino acids (at least valine, isoleucine, and tyrosine), and organic acids (at least citric, malic, succinic, *p*-hydroxybenzoate, and protocatechuic acid) are being consumed in the clover rhizosphere in the presence of *Novosphingobium* sp. HR1a: (i) the smaller amount of certain compounds in exudates obtained from gnotobiotic systems inoculated with strain HR1a compared with the amount of those from the noninoculated systems, (ii) the results obtained concerning the utilization of individual compounds as nitrogen or carbon sources by the bacteria, (iii) the accumulation of certain intermediates of the degradation pathway in the rhizosphere in the presence of the bacteria but not in their absence, (iv) the fact that the bacteria were able to grow *in vitro* using clover exudates as carbon and nitrogen sources, and (v) the results of the transcriptomic analysis of strain HR1a growing in the gnotobiotic systems.

Carbohydrates, proteins, and lipids have been reported as the major reserves in seeds (59). Our exudates were collected just after germination (3 days after planting) and at the very early growth phase of the clover (6 days after planting). Therefore, the level of sugars in this study (around 25% of the total compounds) was higher than has been reported in other studies with clover (51). It has been determined that the gene category “carbohydrate metabolism and transport” was expanded in the plant-associated organisms (60) and that the utilization of sugars may represent an adaptive mechanism in the rhizosphere that could be exploited as a selective advantage over other rhizobacteria.

In addition to constituting carbon sources, organic acids have an important role in the mobilization of contaminants during bioremediation (19, 20, 47, 61). The bioavailability of organic contaminants in soil decreases with time and varies among different types of soils. Furthermore, several studies have suggested that the bioavailability is reduced in those soils with more than 2% organic matter content (57, 62). However, we did not observe this effect; our experiments were conducted with vermiculite as the substrate, phenanthrene was added immediately before planting, and probably the phenanthrene was not immobilized onto the matrix. Other organic acids, such as malic, azelaic, γ-aminobutyric acids (GABA), and auxins, all of which were identified in our study, have been described as signaling molecules in the rhizosphere or of being involved in plant responses (52, 63, 64). The role, if any, of these compounds in the clover-*Novosphingobium* interaction is still unknown.

Ammonium and amino acids have been reported as the major nitrogen compounds released by white clover (65). It was previously reported that glycine and serine were the major amino acids exuded in white clover, followed by alanine, glutamic acid, and aspartic acid (65, 66). Although we have identified all of these amino acids, in our study proline, glutamic acid, and isoleucine were the most abundant ones. 

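Of the genes that carry ammonium nitrogen into citrulline, argF had the highest FPKM. It encodes ornithine carbamoyltransferase (HWN72_00835, positions 198970 to 199896) and had 6104 and 9634 counts and 628 ± 109 FPKM (SD, n = 2 libraries). Next to it lies HWN72_00830, a gene of the aspartate aminotransferase family, with 955 ± 44.1 FPKM. Carbamoyl phosphate synthase, which makes carbamoyl phosphate for arginine and pyrimidines, is encoded by carA and carB. Its large subunit gene carB (HWN72_07010) had 7409 and 9901 counts, above recA, and 194 ± 11.0 FPKM, below recA. Its small subunit gene carA (HWN72_06995) had 2946 and 3782 counts and 216 ± 6.08 FPKM, below recA on both scales. The argininosuccinate synthase gene HWN72_11825 had 286 ± 31.9 FPKM. Of 12 arginine and urea cycle genes, 3 were above recA by count (Fisher's exact test, two-sided, adjusted p = 0.047) and 2 by FPKM (adjusted p = 0.270). The test by count gave an adjusted p of 0.060 with the library of experiment 1 alone, 0.054 against genes with at least 10 counts in both libraries and 0.127 with predicted transcripts matched by domain names, an alternative chosen after seeing the data.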

In the gnotobiotic systems, *Novosphingobium* sp. HR1a genes for ammonium incorporation into the cell through the urea cycle (carbamoylphosphate synthase and ornithine carbamoyltransferase) were actively transcribed (Fig. 7; Table S4). 

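Genes of glutamine synthetase and glutamate synthase, which fix ammonium into glutamine and glutamate, were transcribed above recA. Glutamine synthetase, encoded by glnA (HWN72_01775, positions 381690 to 383099), had 30306 and 38065 counts and 1816 ± 23.2 FPKM (SD, n = 2 libraries), which is 4.67 times the FPKM of recA. Glutamate synthase moves the amide nitrogen of glutamine to 2-oxoglutarate. Its large subunit gene gltB (HWN72_15985) had 32754 and 41257 counts and 598 ± 8.82 FPKM, and the subunit beta gene beside it (HWN72_15990) had 524 ± 57.7 FPKM. For glutamate dehydrogenase, the other route to glutamate, the NAD-dependent enzyme HWN72_12935 had 174 ± 20.8 FPKM and was above recA by count only. HWN72_04020, also matched, is described as a Glu/Leu/Phe/Val dehydrogenase and had 454 ± 3.73 FPKM. That description does not settle which of these amino acids it acts on, and the list below holds it. Of 13 genes of ammonium assimilation, 5 were above recA by count and 5 by FPKM (Fisher's exact test, two-sided, adjusted p = 0.0016 and 0.0055).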

The high expression of the glutamate synthetase and the glutamine synthetase, and the apparent lack of consumption of these amino acids in exudates, suggests that glutamine is being used as a nitrogen reservoir (Fig. 7). Furthermore, l-5-oxoproline (pyroglutamic acid), which accumulated in exudates in the presence of the HR1a strain, has been proposed as functioning as an analogue or reservoir of glutamate. However, proline and glutamate have also been recognized as compatible solutes (67, 68), so we can also hypothesize that the accumulation of these two compounds in the rhizosphere could be used to counteract the osmotic stress in the gnotobiotic systems. This osmotic stress was revealed by the high level of polyols detected in clover exudates, as glycerol and d-pinitol have an active role as osmoprotectants, while myoinositol is a precursor of d-pinitol in plant species (69, 70). It is, therefore, plausible that in our systems that were kept as simple as possible (crystal balls, water, and iron), plants and/or bacteria synthesized these compounds as a response to osmotic stress. Moreover, polyols, saccharose, and ribose can also contribute to the generation and responses of osmotic stress in our systems (71). The presence of compatible solutes in the rhizosphere and the high expression of several stress-related genes suggest that the HR1a strain is well equipped with resistance mechanisms which enable it to survive in harsh and stress conditions. It has been demonstrated that *Novosphingobium* sp. HR1a improves plant growth under saline stress (34, 72).

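Chaperone and oxidative stress genes were among the abundant transcripts. The small heat shock protein gene HWN72_06780 (Hsp20 family), whose products hold unfolded proteins, had 8229 ± 906 FPKM (SD, n = 2 libraries). The chaperonin genes groL and groES (HWN72_00180) had 5066 ± 985 and 3154 ± 4.62 FPKM. Of 21 chaperone and heat shock genes, 8 were above recA by count and 10 by FPKM (Fisher's exact test, two-sided, adjusted p = 6.1e-05 and 2.7e-06). Against oxidative stress, superoxide dismutase (HWN72_12455) had 2758 ± 89.2 FPKM, the thioredoxin gene trxA (HWN72_05815) had 2648 ± 1479 FPKM with 14162 and 7577 counts, and the peroxiredoxin gene ahpC (HWN72_02255) had 831 ± 55.9 FPKM. This list had 6 of 39 genes above recA by count (Fisher's exact test, adjusted p = 0.040, and 0.059 with the library of experiment 1 alone). A universal stress protein gene, HWN72_00225, had 3166 ± 222 FPKM and the cold shock gene HWN72_00825 had 2741 ± 451 FPKM. General and cold shock genes were above recA in 2 of 13 cases by count (Fisher's exact test, adjusted p = 0.231) and 4 by FPKM (adjusted p = 0.024). None of the 18 genes for osmotic stress and compatible solutes was above recA on either scale, where chance gives 1.04 by count and 1.25 by FPKM (Fisher's exact test, adjusted p = 0.655 and 0.649), and the list had a median of 16.3 FPKM. Its highest member was mscL (HWN72_05025), for a mechanosensitive channel that opens on osmotic downshift, at 230.0 ± 40.6 FPKM.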

**FIG 7:**
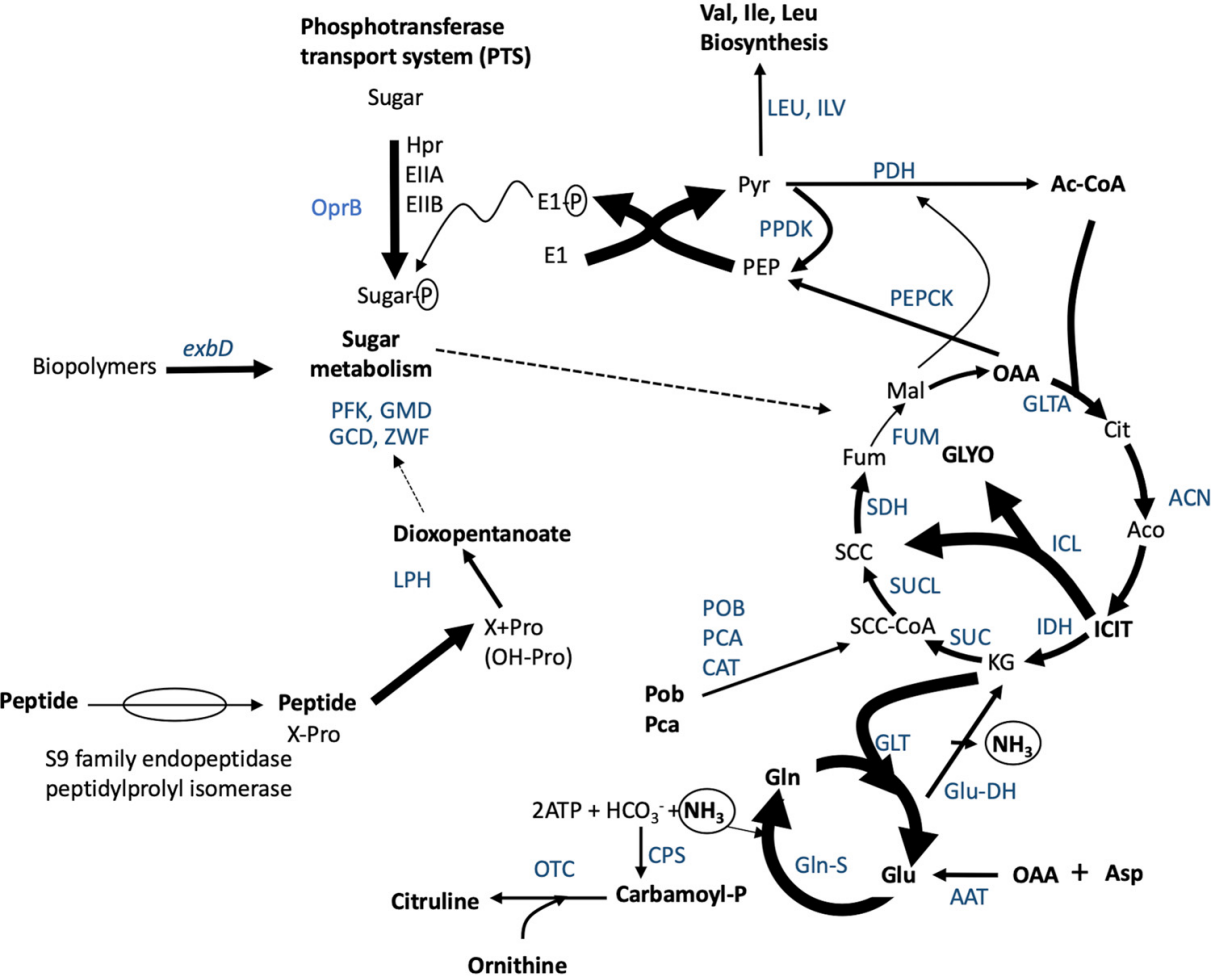
Schematic representation of the metabolic processes that are active in the gnotobiotic systems as could be deduced from gene expression levels. Wider arrows represent processes highly expressed in the gnotobiotic systems while thinner arrows correspond to low level of transcripts. The blue letters indicate enzymatic activities encoded by genes with high level of transcription; some of them represent several different genes (activities). *exbD*, biopolymer transport protein; PFK, fructose-1-6-bisphosphatase; GMD, GDP-mannose 4,6 dehydratase; GCD, glucose dehydrogenase (PQQ-dependent); ZWF, glucose-6-phosphate dehydrogenase; OprB, sugar porin; EI (EI-P, phosphorylated EI component), EIIA, EIIB, and HPr, components of the phosphotransferase transport system; PPDK, pyruvate phosphate dikinase; PEPCK, PEP carboxykinase; PDH, pyruvate dehydrogenase E1 and pyruvate dehydrogenase E2 component (dihydrolipoamide acetyltransferase); ACN, aconitate hydratase; IDH, isocitrate dehydrogenase; ICL, isocitrate lyase; SUC, 2-oxoglutarate dehydrogenase E1 component, 2-oxoglutarate dehydrogenase E2 component (dihydrolipoamide succinyltransferase); SUCL, succinyl-CoA-ligase; SDH, succinate dehydrogenase; FUM, fumarate hydratase; GLTA, citrate synthase; CPS, carbamoyl P synthetase; OTC, ornithine transcarbamoylase; Glu-DH, glutamate dehydrogenase; GLT, glutamate synthetase; Gln-S, glutamine synthetase; AAT, aspartate aminotransferase; LEU, 3-isopropyl malate dehydratase; ILV, acetolactate synthase (large subunit) acetolactate synthase (small subunit), acetohydroxy acid isomeroreductase, dihydroxy-acid dehydratase, branched-chain amino acid aminotransferase; LPH, hydroxy proline epimerase and 1-pyrroline-4-hydroxy-2-carboxylate deaminase; PCA, protocatechuate dioxygenase; POB, 4-hydroxybenzoate 3-monooxygenase; CAT carboxymuconolactone decarboxylase. Pyr, pyruvate; PEP, phosphoenol-pyruvate; Ac-CoA, acetyl-CoA; Cit, citrate; Aco, aconitate; ICIT, isocitrate; KG, α-ketoglutarate; SCC-CoA, succinyl-CoA; SCC, succinate; Fum, fumarate; Mal, malate; OAA, oxaloacetate; Val, l-valine; Ile, l-isoleucine; Leu, l-leucine; Asp, l-aspartate; Pob, *p-*hydroxy-benzoate; Pca, protocatechuate; Gln, l-glutamine; Glu, l-glutamate; X-Pro, peptide with an N-terminal proline.

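Of the 32 activities in the scheme, 28 had at least 1 gene above recA by mean count and 26 by FPKM, and in 12 every gene found was above recA by count. The highest FPKM among the matched genes was that of the energy-transducing protein ExbD, which works with TonB in uptake across the outer membrane, with HWN72_00775 at 1962 ± 169 FPKM (SD, n = 2 libraries). The sugar porin OprB (HWN72_20595) had 811 ± 84.5 FPKM, GDP-mannose 4,6-dehydratase (gmd, HWN72_14865) 666 ± 135 FPKM and HWN72_25200, a PQQ-dependent dehydrogenase of the glucose, quinate and shikimate family, 475 ± 65.1 FPKM. Hydroxyproline, an amino acid of plant cell wall proteins, is isomerized by the epimerase HWN72_26200, which had 651 ± 201 FPKM. The gene beside it, HWN72_26205, of the dihydrodipicolinate synthase family, had 2787 ± 684 FPKM. Pyruvate phosphate dikinase (HWN72_07220) had 412 ± 46.0 FPKM, and phosphoenolpyruvate carboxykinase (HWN72_08100) had 513 ± 46.0 FPKM. In the leucine pathway, leuC (HWN72_03035) had 519.8 ± 32.5 FPKM. The activities with no matched gene above recA on either scale were fructose-bisphosphatase (HWN72_23965, 313 ± 17.1 FPKM), glucose-6-phosphate dehydrogenase (zwf, HWN72_12850, 241 ± 51.6 FPKM), aspartate aminotransferase (HWN72_14260, described as a pyridoxal phosphate-dependent aminotransferase, 52.0 ± 3.55 FPKM) and carboxymuconolactone decarboxylase (HWN72_04675, 120.1 ± 12.4 FPKM). Fumarate hydratase (HWN72_16555) was above recA by count, with 5495 and 6380 counts, and at 294 ± 12.6 FPKM below it. Activities were matched by product description, so an enzyme under another name is not counted. The 32 include malate dehydrogenase and a pattern of S9 family peptidases with peptidylprolyl isomerases, which the legend does not define. The highest gene of that pattern, HWN72_01320, is described as a peptidylprolyl isomerase. HWN72_21245, described as an aspartate/tyrosine/aromatic aminotransferase (445 ± 60.4 FPKM), and the family member HWN72_00830 were above recA on both scales. Both lie outside the pattern for aspartate aminotransferase and were chosen after their values were seen. The family name of HWN72_00830 does not settle its activity.

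**Figure D2:**
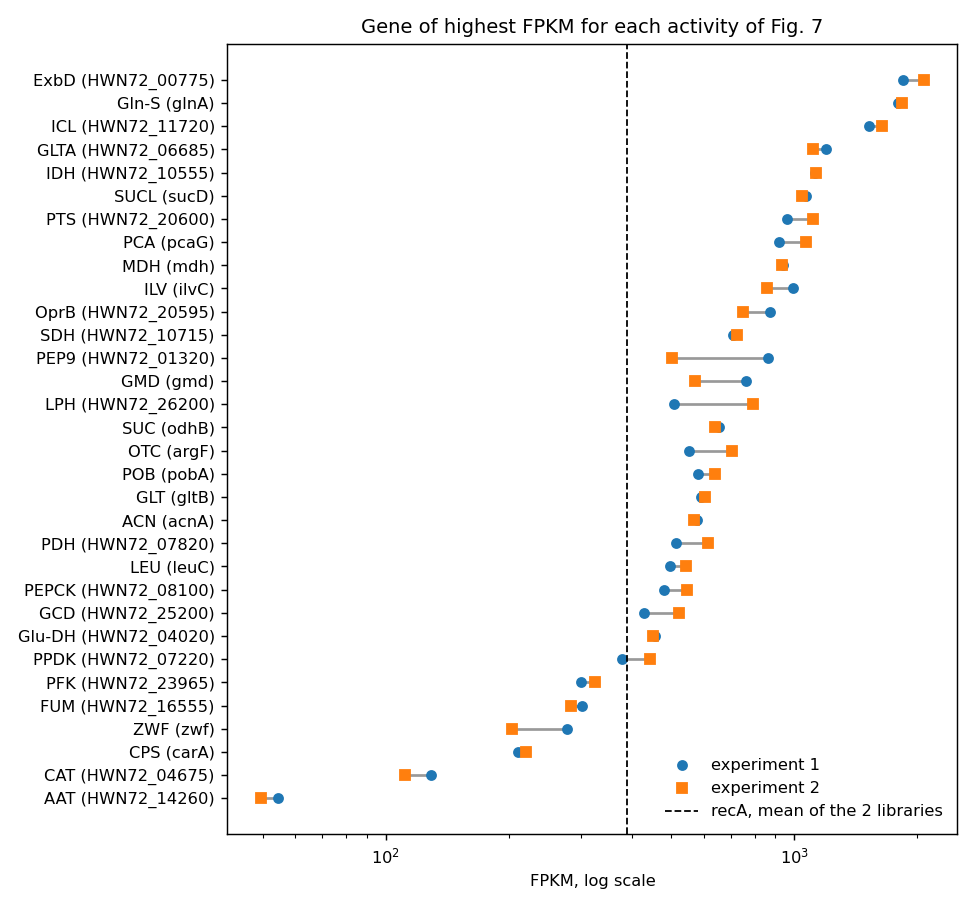
FPKM of the gene with the highest mean FPKM (horizontal axis, log scale) for each activity of Fig. 7 (vertical axis, gene in brackets). Circles are experiment 1, squares are experiment 2 and the dashed line is the mean of recA at 389 FPKM. The gene matched for aspartate aminotransferase, HWN72_14260, is the lowest, at 54.5 and 49.4 FPKM, while HWN72_21245, an aspartate/tyrosine/aromatic aminotransferase gene above recA, is not shown.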

The results obtained in our study suggest that *Novosphingobium* sp. HR1a is metabolically active in the presence of clover exudates and that it is actively consuming compounds present in root exudates (Fig. 7). 

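Of the metabolic lists, the tricarboxylic acid cycle had the largest share of its genes above recA by count. Of 23 genes of the cycle and the glyoxylate shunt, 16 were above recA by count and 16 by FPKM (Fisher's exact test, two-sided, adjusted p = 4.1e-14 and 7.1e-13). Isocitrate lyase (HWN72_11720), the first enzyme of the glyoxylate shunt, was the highest at 1581 ± 79.6 FPKM (SD, n = 2 libraries). Citrate synthase (HWN72_06685) had 1153 ± 57.6 FPKM, isocitrate dehydrogenase (HWN72_10555) 1127 ± 1.99 FPKM, sucD (HWN72_11910), of succinyl-CoA ligase, 1056 ± 14.1 FPKM, the flavoprotein of succinate dehydrogenase (HWN72_10715) 718 ± 12.6 FPKM and mdh (HWN72_11905), for malate dehydrogenase, 937 ± 5.62 FPKM. Of 7 genes in the list of the pyruvate dehydrogenase complex, 4 were above recA (Fisher's exact test, adjusted p = 0.0010). Among them, lpdA (HWN72_11925), described as dihydrolipoyl dehydrogenase, had 702 ± 124 FPKM. It lies next to odhB (HWN72_11920), a gene of the 2-oxoglutarate dehydrogenase complex, and its description does not name a complex. In the respiratory chain, the cbb3-type cytochrome oxidase genes ccoP (HWN72_15720), ccoN (HWN72_15735) and ccoO (HWN72_15730) had 1898 ± 363, 1635 ± 72.0 and 1613 ± 99.1 FPKM, and 11 of 28 genes of cytochrome oxidases and the bc1 complex were above recA (Fisher's exact test, adjusted p = 1.5e-06). NADH-quinone oxidoreductase had 7 of 15 subunit genes above recA by count and 4 by FPKM (Fisher's exact test, adjusted p = 5.0e-05 and 0.035), and ATP synthase 3 of 8 by count (adjusted p = 0.018), with the alpha subunit gene HWN72_08795 at 1078 ± 1.31 FPKM. From the levels of reference genes and of genes for sugar, amino acid, organic acid and aromatic compound metabolism, together with the growth and exudate data of its other experiments, the paper proposes that the strain is metabolically active with clover exudates and consumes compounds in them.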

By using a reporter plasmid to analyze the expression of the *pahAB* genes, which encode the dioxygenase responsible for the initial degradation of several PAHs, we have demonstrated that these genes are expressed in the clover rhizosphere and are being induced by several rhizospheric compounds (*p*-hydroxybenzoic acid, l-isoleucine, l-alanine, and l-glutamic acid). As a consequence, phenanthrene is actively removed from the microcosm. We cannot exclude the possibility that, in addition to the active expression of the dioxygenase genes, the presence of other carbon sources increases the PAH degradation as a consequence of cometabolism in which the cells obtained the energy required for PAH degradation by the catabolism of root exudates (73).

The results obtained in this study have advanced our knowledge about the molecular basis of the interaction between *Novosphingobium* sp. HR1a and clover and suggest that *Novosphingobium* sp. HR1a is an excellent candidate to use in the rhizoremediation of PAH-contaminated soils.

## MATERIAL AND METHODS

### Nonsterile microcosm setup and CFU monitoring.

The microcosms consisted of 120-ml plastic pots containing a volume of 80 ml of vermiculite. A *Novosphingobium* sp. HR1a mutant, resistant to rifampin, was used in this study. The strain was grown overnight in M9 minimal medium (74) supplemented with 20 mM glucose and rifampin (10 μg ml^−1^) under sterile conditions, in an incubator at 30°C with continuous orbital shaking (200 rpm). The bacterial cultures were then diluted with nonsterile tap water to reach a final optical density at 600 nm (OD_660_) of 0.005. The initial viable cell numbers of *Novosphingobium* sp. HR1a were determined by spotting serial dilutions (10^−2^, 10^−4^, and 10^−6^) of the inoculated tap water on Luria Bertani (LB) solid medium supplemented with rifampin (10 μg ml^−1^) and cycloheximide (50 μg ml^−1^). The plates were incubated for 3 days at 30°C, and the numbers of CFU were counted.

Fifty milliliters of nonsterile tap water (control) or a bacterial solution was added to each microcosm to obtain a moisture content corresponding to 100% of the water holding capacity of the microcosms. Nonsterilized seeds of clover (Trifolium repens, 150 mg), rye-grass (Lolium perenne, 300 mg), or grass (rye-grass Engl. Pascal 30%, Festuca arundinacea Rendition 40%, and *Festuca arundinacea* Borneo 30%; 300 mg) were then added to cover the surface of the microcosms. The microcosms were placed inside a seed propagator in a growth chamber with day (24°C/16 h) and night (20°C/8 h) cycles.

Samples were taken 9 days after inoculation to analyze the numbers of CFU. Tap water was added to the microcosms to reach 100% water holding capacity prior to thoroughly mixing the microcosms with a spatula. Then, the number of CFU was determined by serial dilutions from microcosms on LB plates supplemented with rifampin (20 μg ml^−1^) and cycloheximide (50 μg ml^−1^).

### Phenanthrene extraction from nonsterile microcosms and phenanthrene quantification.

Phenanthrene (0.5 mg), from a 10 g liter^−1^ phenanthrene stock solution in acetone, was added to 40 ml of vermiculite placed in plastic pots. After thorough mixing with the vermiculite, the acetone was allowed to evaporate at room temperature overnight. The next day, another 40 ml of vermiculite was added to the plastic pots and thoroughly mixed. One hundred fifty milligrams of nonsurface sterilized clover seeds was added to each pot. The overnight-grown culture of *Novosphingobium* sp. HR1a (grown on M9 minimal medium plus glucose and rifampin as above) was diluted to an OD_660_ of 0.005 with nonsterile tap water. Seventy milliliters of this dilution was used to water the pots. Control pots were filled with 70 ml of nonsterile tap water. Immediately after watering, four pots were sacrificed to extract the phenanthrene (day 0). For this purpose, 30 ml of methanol was added to the pot and mixed thoroughly, and 1 ml of the resulting mixture was centrifuged to remove the debris and used for high-performance liquid chromatography (HPLC) analysis. For the phenanthrene analysis at the initial time points, 10-fold dilutions of the samples were used for analyses by HPLC.

The rest of the pots were cultivated in the plant chamber as described above. After 9 days, samples for counting the number of CFU by drop plating were taken (as described above), 30 ml of methanol was added, and the pots were treated as described above. Four independent parallel experiments with two replicas of each were carried out.

The phenanthrene concentrations were determined by HPLC as reported previously (26). The efficiency of the extraction procedure was 83% ± 11%.

### Gnotobiotic system setup.

The gnotobiotic systems consisted of glass jars with 50 ml of glass beads, 25 ml of sterile water with Fe-EDTA (2.5 mM), and 100 mg of surface-sterilized clover seeds. Seed surface sterilization was obtained by washing the seeds with 70% ethanol for 10 min, and then the seeds were thoroughly rinsed three times in sterile demineralized water, washed with 25% sodium hypochlorite solution for 10 min, and rinsed again three times with sterile demineralized water. The plants were grown for 3, 6, and 9 days (depending on the experiment) in a plant chamber at 24°C with a light cycle (103 to 279 μmol m^−2^s^−1^) of 16 h and at 20°C with a dark cycle of 8 h.

To obtain exudates after the growth of strain HR1a, we grew *Novosphingobium* sp. HR1a overnight in LB medium. The cells were centrifuged, washed three times with distilled sterile water, and used to inoculate the gnotobiotic systems to reach an initial OD_660_ of 0.1 at the same time that surface-sterilized clover seeds were added. The gnotobiotic systems were grown in the plant chamber as described above.

### Growth of HR1a with clover exudates.

To study the growth of *Novosphingobium* sp. HR1a using root exudates as the sole carbon and energy source, noninoculated gnotobiotic systems were prepared as described above, and at days 3, 6, and 9 after planting, the exudates were collected. LB-grown overnight cultures of *Novosphingobium* sp. HR1a (OD_660_ ≈ 2.5) were washed three times with distilled water and diluted into the exudates to reach an OD_660_ of 0.005. Two hundred microliters of the different inoculated and noninoculated exudates was dispensed into wells of honeycomb microplates (OY Growth Curves Ab Ltd., Raisio, Finland). The wells inoculated with M9 minimal medium but without carbon sources were included in the experiment. Three independent experiments with 8 replicas each were carried out. Growth was monitored using an FP-1100-C Bioscreen C MBR (type) analyzer system (OY Growth Curves Ab Ltd., Raisio, Finland) at 30°C with continuous agitation. Turbidity was measured using a sideband filter at 420 to 580 nm every 60 min for 2 days. Increments in turbidity represented the differences between the initial turbidity (time zero) and the turbidity at the different time points.

Two replicas of three independent experiments were used for CFU counting by drop plating (as described before). Samples were taken at the beginning of the experiment and after 48 h of incubation.

### Analysis of root exudates by gas chromatography-mass spectrometry.

Ten milliliters of the Fe-EDTA solution, obtained from 4 independent gnotobiotic systems, containing exudates inoculated or not with *Novosphingobium* sp. HR1a were collected after 3 and 6 days. Then, 4 × 10 ml of each solution with exudate was mixed, freeze-dried, and stored at −80°C.

Two to three milligrams of lyophilized exudates were resuspended in 100 μl methanol containing 0.2 mg × ml^−1^ ribitol as an internal standard. The solution was dried under nitrogen and derivatized by the addition of 60 μl of pyridine containing 20 mg ml^−1^ of methoxyamine. After vortexing for 10 s, the resulting solution was incubated for 120 min at 70°C. After cooling and a brief centrifugation at 1,000 × *g*, 100 μl of *N*,*O*-bis(trimethylsilyl)trifluoroacetamide with 1% (vol/vol) of the silylation agent trimethylchlorosilane was added and the resulting solution was incubated at 70°C for 30 min. Once cooled to room temperature and after another brief centrifugation, 100-μl aliquots of the samples were transferred to chromatographic vials. Then, 1-μl samples were injected at 230°C into a 450 GC-240 MS Varian gas chromatograph-mass spectrometer using split mode (1:20). The helium carrier gas flow was 1 ml min^−1^, and the J&W DB-5 MS UI 30 mm × 0.25 mm × 0.25 μm capillary chromatography column (Agilent Technologies) was used. The oven ramp was set as follows: 70°C (5 min) to 245°C at 5°C/min to 310°C at 20°C/min and held at 310°C (5 min). Electron impact ionization was conducted at 70 eV, and detection was carried out in full scan mode with acquisition between 50 and 600 *m/z*. Compound identification was achieved using the NIST-2017 standard reference database and data comparison with compound standards. For sugar identification, the retention times using pure standards treated under identical conditions and assigning the same peaks of several isomers obtained after derivatization were used. The relative concentration values were calculated by dividing the peak area of the compound by the adonitol/ribitol peak area and the amount in milligrams of lyophilized material used.

For the detection of phenanthrene and of phenanthrene metabolites, lyophilized exudates from samples with clover plus phenanthrene after incubation for 3 days (8 mg) and for 6 days (28.2 mg) and lyophilized exudates from samples of clover plus phenanthrene plus strain HR1a after 3 days (20 mg) and after 6 days (46 mg) were extracted twice with 5 ml of hexane/acetone (1:1). After centrifugation, the samples were concentrated to dryness and dissolved in 1 ml of dichloromethane. Five microliters was injected as described above to detect phenanthrene/anthracene. For the analysis of the other metabolites, the rest of the volume was dried with N_2_ and derivatized (with the silylation reagent as above) at a final volume of 100 μl. Relative amounts of phenanthrene and salicylate (intermediate of the PAH degradation pathway and a plant metabolite) were given as peak area per milligram of exudates.

### Analyses of *pahAB* expression with different compounds present in the rhizosphere and in the gnotobiotic systems.

The analysis of *pahAB* expression was carried out by microtiter plate-based assays with the strain *Novosphingobium* sp. HR1a (pKSPA-1) (34) using Greiner black 96-well plates. The overnight cultures grown in LB were diluted (after washing three times with distilled water) in M9 minimal medium (74) supplemented with different carbon sources at a concentration of 10 mM (glucose, fructose, maltose, galactose, isoleucine, proline, glutamic, l-alanine, pyruvate, and *p*-hydroxybenzoate) to an OD_660_ of 0.05. Growth (30°C with continuous shaking at 360 rpm) and fluorescence (excited at 485 nm and read at 535 nm) were monitored in a Varioskan LUX multimode microplate reader (Thermo Fisher Scientific Inc., Singapore). The experiments were conducted in triplicate over 48 h, and measurements were taken every hour.

To analyze the *pahAB* gene expression in gnotobiotic systems, the glass jars, prepared as described above, were inoculated with the biosensor strain *Novosphingobium* sp. HR1a (pKSPA-1) at an initial OD_660_ of 0.1. The glass jars were incubated in the plant chamber under the same conditions as those described above. On days 3, 6, and 9, 200-μl samples were taken and deposited in a microtiter plate, and measurements were performed in the above-mentioned microplate reader.

### RNA-Seq experiments.

Overnight cultures grown in M9 minimal medium plus glucose of *Novosphingobium* sp. HR1a were diluted in the gnotobiotic systems prepared as described above to reach an initial OD_660_ of 0.1. The systems were placed in a growth chamber with the same conditions as those described above. Eight days after planting and inoculation, the liquid media of 4 pots were mixed and centrifuged (6,000 rpm during 10 min). The pellets containing the cells were immediately frozen in liquid N_2_ and stored at −80°C. Two independent experimental replicas were analyzed.

Total RNA was extracted using the TRIzol method (TRIzol RNA Isolation Reagents, Thermofisher Scientist), followed by further DNase treatment and purification with the RNeasy minikit (Qiagen). RNA degradation and contamination were monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer spectrophotometer (IMPLEN, CA, USA). RNA integrity and quantification were assessed using the RNA Nano 6000 assay kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

One microgram of RNA per sample was used to prepare the sequencing libraries, which were generated by Novogen (Hong Kong) using NEBNext Ultra RNA library prep kit for Illumina (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot cluster generation system using PE cluster kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated.

Raw data (raw reads) of FASTQ format were first processed through in-house scripts (Novogen, Hong Kong). In this step, clean data (clean reads) were obtained by removing reads containing adapters and reads in which uncertain nucleotides (N) were more than the 10% of the read length. Reads with low-quality nucleotides (base quality of <20) in more than 50% of the read length were also discarded.

Paired-end clean reads were mapped to the reference genome (JABXWS000000000) using HISAT2 software v.0.6.1. HISAT2 uses a large set of small GFM indexes that collectively cover the whole genome. These small indexes (called local indexes), combined with several alignment strategies, enable rapid and accurate alignment of sequencing reads. HTSeq software was used to count the read mapped to each gene, including known and novel genes. The RNA-Seq reads were assembled according to the reference genomes using Rockhopper (75) and then compared to known gene structures so that novel gene transcripts were predicted. The novel transcripts were aligned to sequences in the NCBI NR database using BLASTX (cutoff: e value of <1e−5). Novel transcripts with NR annotations were considered novel potential protein coding transcripts. 

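Nearly all transcripts predicted outside the annotation lay opposite to annotated genes. Of the 1038, 1004 had over 50% of their length opposite to annotated genes, 13 overlapped no annotated gene, and none overlapped an annotated gene on its own strand. They held 14.2% ± 0.816 (SD, n = 2 libraries) of all counts, and their median length was 446.5 bases. The most abundant by count, Novel00535 (2393480 to 2394109, 149176 and 209515 counts), lies opposite to the RNA gene rnpB. Novel00049 (250334 to 250512, 74391 and 134830 counts) lies opposite to the hypothetical gene HWN72_01120. Novel00004 spans 8797 bases opposite to rpoC and its neighbours, and Novel00580 spans 9521 bases opposite to rplB, for ribosomal protein L2, and other genes. For the 665 with over 80% of their length opposite to 1 gene, log2 FPKM correlated with that of the gene across pairs (Pearson r = 0.870), and genes are not independent replicates. The median transcript had 35.2% of the FPKM of the opposite gene, with quartiles of 25.8% and 51.2%. The library kit named in the methods is not stated to mark strand and the strand setting of the count is not given in the sources used here, so it is not known here how reads were assigned between a gene and a transcript opposite to it.

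**Figure D3:**
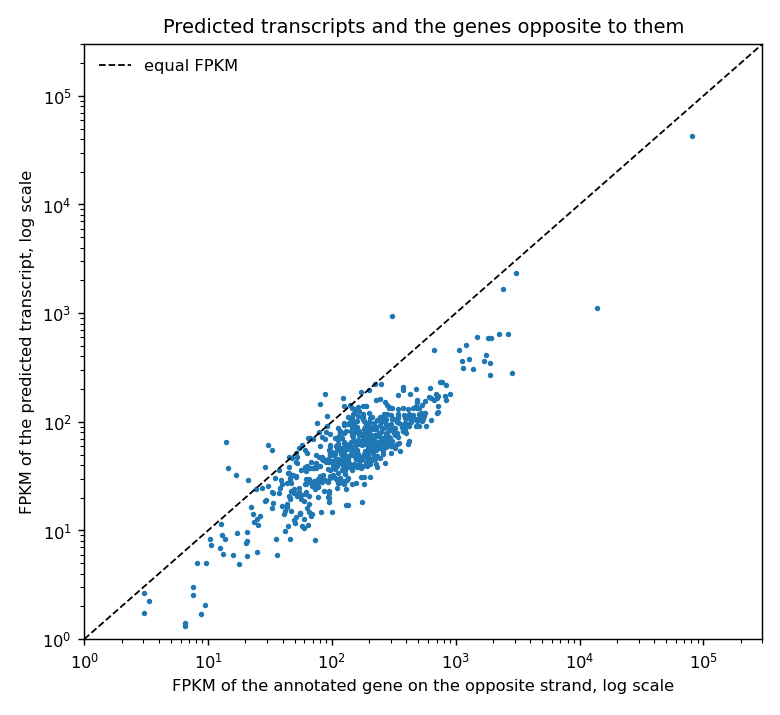
FPKM of each predicted transcript (vertical axis, log scale) against that of the annotated gene on the opposite strand (horizontal axis, log scale), as the mean of the 2 libraries, for the 665 transcripts with over 80% of their length opposite to 1 gene. Each point is a pair and the dashed line is equal FPKM. Most points lie below the line, with a median of 35.2% of the opposite gene.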

In total, 1,038 putative novel genes were identified.

The level of gene expression was measured by transcript abundance. In our RNA-Seq analysis, the gene expression level is estimated by counting the reads that map to genes. Read count is proportional to the actual gene expression level but is also proportional to the gene length and the sequencing depth. To be comparable, the FPKM (fragments per kilobase of transcript sequence per millions of sequenced base pairs) is used. This method takes into account the effects of both sequencing depth and gene length on counting of fragments (76).

The quality of RNA reads and exploratory analyses of RNA-Seq samples are shown in Fig. S2.

10.1128/mSphere.00412-21.2 FIG S2 Quality of sequencing analysis of TH1 (experiment 1) and TH2 (experiment 2). (A) Violin distribution of samples. (B) Classification of raw reads and quality analysis. Download FIG S2, TIF file, 0.9 MB. Copyright © 2021 Molina et al. 2021 Molina et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The levels of transcription (measured as FPKM) of well-known reference genes such as *dnaK* (chaperone), *recA* (recombinase A), *rpoD* (sigma-70 factor), *secA* (a component of the Sec protein translocase complex), *rho* (transcription termination factor), and *proC* (pyrroline-5-carboxylate reductase) (77–80) were taken into consideration for data analysis (Table S3). Genes with FPKM higher than that of RecA were arbitrarily considered highly expressed in the gnotobiotic systems.

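By FPKM, 497 genes ranked above recA, and 320 of them were also above it by mean count. The 95 genes above recA by count only were long, with a median of 2238 bases, and the 177 above it by FPKM only were short, with a median of 372 bases, against 780 for all genes. The highest FPKM belonged to rnpB at 149883 ± 7604 (SD, n = 2 libraries) and HWN72_01120 at 80407 ± 12935. The transfer-messenger RNA ssrA (HWN72_05030), which frees stalled ribosomes, followed among annotated genes at 13709 ± 9850.2 FPKM, with 99499 and 40036 counts. The OmpA family gene HWN72_00855, for an outer membrane protein, had 9585 ± 356 FPKM, the CarD family regulator HWN72_16595 had 6184 ± 48.9 FPKM and the proton channel gene HWN72_00770, of the ExbB family, had 5652 ± 396 FPKM. Short hypothetical genes rose in rank on this scale, such as HWN72_14930 (6669 ± 2094 FPKM) and HWN72_14075 (5472 ± 559 FPKM, 174 bases). Genes this short had lower levels in experiment 2, with a median log2 ratio to experiment 1 of -0.48 from 150 to 300 bases. Genes above recA by FPKM held 64.2% ± 0.697 of all counts.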

### Statistical analyses.

Statistical analyses were carried out using SigmaPlot software via the *t* test (α = 0.05). The analyses of the bacterial persistence in nonsterile microcosms were carried out using the Mann-Whitney rank sum test.

### Data availability.

Read data were deposited in the Gene Expression Omnibus repository (GSE172273).

# Supplementary material for: Clover Root Exudates Favor Novosphingobium sp. HR1a Establishment in the Rhizosphere and Promote Phenanthrene Rhizoremediation
**Source:** mSphere. 2021 Aug 11;6(4):e00412-21. doi: 10.1128/mSphere.00412-21
**Supplement:** TABLE S2

**Table S2**: Identification of phenanthrene and salicylate in exudates. The relative amounts of each compound were calculated by dividing the peak area between the milligrams of lyophilized exudate used in the analysis. C: Clover, Phe: Phenanthrene, 3D: exudates obtained 3 days after inoculation, 6D: exudates obtained after 6 days.

|  | **Phenanthrene** | **Salicylic acid** |
| --- | --- | --- |
| C + Phe 3D | 2.15E+05 | 4.02E+02 |
| C + Phe 6D | 1.97E+05 | 7.04E+02 |
| C + HR1A + Phe 3D | 7.96E+03 | 2.56E+03 |
| C + HR1a + Phe 6D | 1.28E+03 | 4.39E+03 |

# Supplementary material for: Clover Root Exudates Favor Novosphingobium sp. HR1a Establishment in the Rhizosphere and Promote Phenanthrene Rhizoremediation
**Source:** mSphere. 2021 Aug 11;6(4):e00412-21. doi: 10.1128/mSphere.00412-21
**Supplement:** TABLE S3

**Table S3:** Level of expression (FPKM) of reference genes in *Novosphingobium* sp. HR1a growing in the gnotobiotic systems.

| Reference gene | Count-reads (fpkm) | Genebank ID | Number of genes with higher level of expression |
| --- | --- | --- | --- |
| *dnaK* | 91731 | HWN72_07395 | 12 |
| *rpoD* | 10153 | HWN72_06980 | 229 |
| *rho* | 8257 | HWN72_1644 | 295 |
| *secA* | 7606 | HWN72_05855 | 319 |
| *recA* | 5581 | HWN72_10800 | 417 |
| *proC* | 897 | HWN72_12565 | 1915 |

How the deposited data were processed for this re-analysis (not part of the article)

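RNA was measured in 2 libraries of Novosphingobium sp. HR1a from gnotobiotic clover systems, 1 library from each of 2 independent experiments. Each library came from the pooled liquid of the pots of its experiment. The libraries are replicates of 1 condition, and no library served as a control.

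The count values are the read counts per gene that the authors deposited: reads were filtered by the sequencing company, mapped to the draft genome of the strain with HISAT2 (version 0.6.1 in the submitters' notes) and counted with HTSeq, over annotated genes and over 1038 transcripts predicted with Rockhopper. The score column is the mean of the 2 counts as deposited by the authors, and it equalled the mean computed here in all 7187 genes. The deposited counts are also given sorted by that mean, with the same values. Whether the counting took strand into account is not stated in the sources used here. Per library the totals were 11942480 and 14731968 counts, with 6919 and 6899 genes at 10 counts or more. A count of 3 corresponds to 0.251 and 0.204 CPM. The columns with no sample numbered 0.

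FPKM was the count divided by the gene length in kilobases, as given with the counts, and by the library total, on the usual scale of FPKM. A gene was called above recA when its mean count, or its mean FPKM, over the 2 libraries was higher than that of recA. Gene symbols were those given with the deposited counts. The RefSeq annotation of the strain, which matched 6082 of the 6149 annotated genes, gave the contigs and helped to find the RNA genes. Lists of genes were formed from product descriptions. There were 40 lists, of which 39 with at least 5 genes were tested for more or fewer genes above recA than expected, with Fisher's exact test (two-sided) against the 7154 genes with a read in either library and Benjamini-Hochberg adjustment over the lists at 0.05. For shares of counts, each gene counted in the first list it matched. The 32 activities of Fig. 7 were matched by product description in the same way. The pattern for malate dehydrogenase also took in leuB, that for glutamine synthetase also took in its adenylyltransferase, and that for aspartate aminotransferase left out descriptions of family members. Malate dehydrogenase and the pattern of S9 family peptidases and peptidylprolyl isomerases are not defined in the legend of Fig. 7. The lists, the activities, the tests and the alternatives were fixed before the deposited data were examined, except where the text says otherwise. The first 1998 entries of Table S4, which hold the same counts as the deposited table, had been read by then, and product descriptions there were used to write the patterns.

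TMM factors (1.02 and 0.976) and the biological coefficient of variation came from edgeR 4.0.16 with an intercept only, and size factors (0.926 and 1.08) from DESeq2 1.42.0, in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Correlations between libraries used log2 of CPM plus 1, and log2 ratios between libraries used a pseudocount of 0.5. No p-value was computed between the 2 libraries, since they are 1 condition.

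Genes were named by a rule: the 6 reference genes of Table S3, the 15 genes with the highest mean count and the 15 with the highest mean FPKM, the highest 2 to 4 members of each described list by mean FPKM, the highest gene of each activity of Fig. 7 with all members where there were 3 or fewer, and the 5 genes per direction that differed most between libraries at a mean count of at least 100. Alternatives were TMM and DESeq2 scaling, ranking by FPKM, effective gene length (200 bases less, at least 50), library totals without RNA genes, protein-coding genes only, leaving out predicted transcripts, a minimum of 10 counts in both libraries, genes of at least 300 bases, each library on its own, and for shares summed FPKM or all matching lists.

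The steps were tested on simulated counts of 2 libraries of the same depth. A coefficient of variation of 0.25 was recovered as 0.280, 100 genes set 2-fold apart had a median log2 ratio of 0.94, 100 genes set 4-fold apart had 1.95, and 2.3% of 1000 random lists of 40 genes had p under 0.05. Growth curves, exudate measurements and plant data of the study were not analysed here.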

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

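The items of this part were picked after their values were seen, among genes the paper does not discuss, and both tests of the predicted transcripts were set before their results were seen. With 2 libraries, no test for an outlying library was made. What marked the items is a level above what a count of 0 allows in genes outside those the paper reports on, and there is no control library to set them against.

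The hypothetical protein gene HWN72_01120 had 80407 ± 12935 FPKM (SD, n = 2), the highest of all protein-coding genes. HWN72_14930, a hypothetical protein gene, had 6669 ± 2094 FPKM, 8149 and 5188 in the 2 libraries. The flagellin gene HWN72_15305, for the filament of the flagellum, had 1214 ± 262 FPKM, while the next highest gene of the flagella list, HWN72_29975, had 185 ± 69.7 FPKM. The gene kduI (HWN72_00560), for an isomerase in the breakdown of pectin sugars, had 1152 ± 282 FPKM. The phasin gene phaP (HWN72_13225), whose product coats storage granules of polyhydroxyalkanoate, had 1739.9 ± 66.8 FPKM.

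Of the predicted transcripts, 1004 lay over 50% of their length opposite to annotated genes. Each was credited only to the opposite gene it overlapped most, also where it spanned several genes. By this rule 46.0% of the genes in the highest FPKM group of 10 equal groups had such a transcript, and 0.488% in the lowest. Log2 FPKM correlated less with the nearest gene on the same strand than with the opposite gene, by a difference of r of -0.6804 (bootstrap SD 0.0435). That neighbour was the nearest on either side and at any distance. Run-on could come only from a gene upstream, so this test cannot decide on run-on. Assignment of part of a gene's reads to the opposite strand may account for the pattern: the log2 ratio between the libraries correlated between transcript and opposite gene with r = 0.7272 (bootstrap SD 0.0335, 528 pairs), and above 200 FPKM the transcripts had a median of 27.0% of the gene's FPKM (quartiles 22.6% and 33.0%). Antisense RNA whose level follows that of the gene stays open, since it would give the same correlation, and whether the libraries keep strand is not stated. No biological explanation was tested, because the design has 1 condition.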

How the results depend on the processing

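For group shares a total without RNA genes, and for the lists a background without predicted transcripts and matching predicted transcripts by domain names, were chosen after seeing the data, and the other alternatives were set before. No paired analysis was possible because there is 1 group, and leaving out 1 library leaves 1 library, so those values carry no error. Of 371 alternative values, 301 counted as the same and 49 as moved. Gene numbers counted as the same within 1.5 times the main value, shares within the SD of the libraries, and single lists when the call held. Any change in the coefficient of variation counted as moved. Only the 233 values of single lists could reverse, and none did, while 13 list calls were lost and 8 were gained. With domain names the phosphotransferase system (0.045), tyrosine breakdown (0.046), proline and hydroxyproline breakdown (0.019) and TonB-dependent receptors (0.039) gained a call (adjusted p by Fisher's exact test). Arginine and urea cycle genes lost theirs there (0.127). The number of genes above recA lay between 358 and 449 by count and between 420 and 665 by FPKM. Their share of counts was 64.2% for the FPKM ranking and 63.3% for protein-coding genes only. By FPKM, 27 genes ranked above dnaK, 520 above rpoD and 872 above secA, since FPKM divides by length. As shares of summed FPKM, ribosomal proteins took 14.6%, translation and transcription 4.34%, hypothetical proteins 16.9%, metabolism 5.92% and sugar and central metabolism 41.8% of metabolism. As shares of counts with no RNA genes in the total, the first 4 were 10.1%, 11.7%, 9.43% and 13.1%, higher than the 8.80%, 10.2%, 8.22% and 11.4% with them because the total is smaller. Metabolism took 11.8% with every list a gene matches and 10.9% to 11.6% with 1 library left out (the cause was not tested). Over all genes, sugar and central metabolism took 42.2% of metabolism. Asking that every gene of an activity of Fig. 7 be above recA left 12. The coefficient of variation was 0.226 over all genes with a read and 0.200 over genes of at least 300 bases. Depth limits little at the level of recA, since 6899 genes or more had at least 10 counts per library.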

Differences from the paper's values

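The aromatic part of the metabolism counts is about 32% in Fig. 6, read by eye, as the paper's value. It was 3.25% here, with 4.61% of summed FPKM, 3.21% without replicate 1 and 2.78% without replicate 2, so none of the alternatives closes the gap. None of these alternatives changed the members of the lists, so they could not test whether membership makes the gap. The aromatic lists leave out HWN72_25550, the muconate cycloisomerase gene of the pobA cluster, with a mean count of 6805. They also leave out HWN72_17100, described as a hydroxylase of 3-hydroxyphenylpropionate and 3-hydroxycinnamic acid, at 918 FPKM. Other genes may be missing too. The parts printed in that pie chart add to more than 100%, and it has a part for other genes that was not formed here.

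In the bars of Fig. 6, read by eye, the paper's value for amino acid, carbohydrate and lipid metabolism is about 1600000, and the summed mean count here was 1013419. The sum here also takes in the aromatic group, which holds 32797 of it. The value was within 1.5 times the paper's without replicate 1 (1138914). These sums are not scaled to depth, and leaving out replicate 1 keeps the deeper library (14731968 against 11942480 counts). The value was also within 1.5 times with predicted transcripts matched by domain names (1227189.5), an alternative chosen after seeing the values. That alternative drops none of the genes counted otherwise. The value was not within 1.5 times without replicate 2 (873959) or with every list a gene matches (1045895.5). For transcription, translation, elongation and RNA polymerases the paper's bar in Fig. 6 is at about 1900000, read by eye, and the value here was 910188.5, with 1052138 without replicate 1 and 765515 without replicate 2. It was the same with every list a gene matches, and none of these closes the gap. For ribosomal proteins and tRNA the paper's bar in Fig. 6 is at about 1400000, read by eye, and the value here was 853069.5, the same with every list a gene matches and 783243 without replicate 2. Only without replicate 1, which leaves the deeper library and no scaling to depth, was it within 1.5 times the paper's value (936934). The paper does not list the members of its groups in the sources used here, and predicted transcripts were outside all groups except where said.

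Table S3 and Table S4 are labelled as FPKM, and the axis of Fig. 6 names both read counts and FPKM. The values of Table S3 equal the mean read counts after rounding, such as 91731 for dnaK and 5581 for recA, and all entries of Table S4 held here equal the deposited counts. The FPKM computed from them was 3573 for dnaK and 389 for recA.

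In Fig. 7 the paper marks activities of highly transcribed genes by blue letters and low transcript levels by thinner arrows. The matching here did not use the width of the arrows. Of the 32, 28 had a gene above recA by mean count. The other 4 had none by count or by FPKM: fructose-bisphosphatase (313 FPKM), glucose-6-phosphate dehydrogenase (241 FPKM), carboxymuconolactone decarboxylase (120.1 FPKM) and aspartate aminotransferase (52.0 FPKM). The legend abbreviates the first of these as PFK, and pfkB, for 1-phosphofructokinase, a different enzyme, was above recA (626 FPKM). Under wider names for the last, found after the values were seen, the aspartate aminotransferase family gene HWN72_00830 (955 FPKM) and the aspartate/tyrosine/aromatic aminotransferase gene HWN72_21245 (445 FPKM) were above recA by FPKM. HWN72_00830 lies next to argF and is also in the list of arginine and urea cycle genes, and its family name does not settle its activity.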

Other observations

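The tests of the short genes below were chosen after the result was seen, and the genes of the methylcitrate pathway were chosen after their values were seen. The list of TonB, ExbB and ExbD genes, which power uptake across the outer membrane, had 4 of 17 genes above recA by count (Fisher's exact test, adjusted p = 0.026) and 5 by FPKM (adjusted p = 0.014), with the TonB family gene HWN72_00765 at 3364 ± 35.8 FPKM (SD, n = 2). Porins and outer membrane proteins had 6 of 35 by count (adjusted p = 0.026) and 8 by FPKM (adjusted p = 0.0088), and the count test gave 0.165 without replicate 1. Their second highest gene was HWN72_15740, of the OmpW family, at 4920.1 ± 1105 FPKM. TonB-dependent receptors had 13 of 169 by count (adjusted p = 0.395) and 8 by FPKM (adjusted p = 0.462), and with predicted transcripts matched by domain names, chosen after seeing the data, the count test gave 0.039. Proteases and peptidases had 16 of 95 by count (adjusted p = 0.00035) and 14 by FPKM (adjusted p = 0.017), with clpP (HWN72_11420), for the proteolytic subunit of the Clp protease, at 1815 ± 169 FPKM. Genes for fatty acid and polyhydroxyalkanoate synthesis had 4 of 22 by count (adjusted p = 0.055) and 6 by FPKM (adjusted p = 0.0094), with the acyl carrier protein gene HWN72_10230 at 1334 ± 342 FPKM, and genes for fatty acid breakdown had 5 of 61 by count (adjusted p = 0.461) and 5 by FPKM (adjusted p = 0.649). Of the RNA lists, rRNA and other structural RNA genes had 3 of 5 by count (adjusted p = 0.0043) and 3 by FPKM (adjusted p = 0.0094), and tRNA and tmRNA genes had 1 of 49 by count (adjusted p = 0.433) and 6 by FPKM (adjusted p = 0.218).

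Genes for plant cell wall breakdown had 3 of 38 by count (adjusted p = 0.523) and 2 by FPKM (adjusted p = 1), with Fisher's exact test as for the other lists, and the highest members of the list after kduI were the glycoside hydrolase gene HWN72_17060 (406 ± 13.2 FPKM) and the pectate lyase gene HWN72_00590 (336 ± 64.4 FPKM). The family 1 glycosylhydrolase gene HWN72_17065, beside HWN72_17060, had 690.1 ± 48.0 FPKM but is outside the list by its description, and it was chosen after its values were seen. Proline and hydroxyproline breakdown had 3 of 17 by count (adjusted p = 0.108) and 3 by FPKM (adjusted p = 0.171), with 0.019 by count in the same alternative, and other amino acid enzymes had 10 of 69 by count (adjusted p = 0.014) and 9 by FPKM (adjusted p = 0.093). Flagella and chemotaxis had 1 of 40 by count (adjusted p = 0.748) and 1 by FPKM (adjusted p = 0.584). Aromatic ring-hydroxylating dioxygenases, of the type that starts the breakdown of polycyclic aromatic hydrocarbons, and related ring-cleavage genes had 0 of 50 by count (adjusted p = 0.164) and 0 by FPKM (adjusted p = 0.089). No such hydrocarbon is recorded as added in the sample labels, and the highest gene of the list was HWN72_25665 at 197 ± 16.7 FPKM. Iron acquisition had 1 of 7 by count (adjusted p = 0.417) and 1 by FPKM (adjusted p = 0.483). The list formed for nitrogen fixation matched only 1 gene, HWN72_11040 of the NifU family, and was not tested. This gene had 1216 ± 39.2 FPKM, and its family name does not settle a part in nitrogen fixation. Genes of the methylcitrate pathway, which breaks down propionate, lay together with methionine synthase: prpC (HWN72_21030) had 806 FPKM, prpB (HWN72_21035) 653 and acnD (HWN72_21015) 587, where the median of their contig was 9.38.

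Short genes had lower levels in the library of experiment 2: the median log2 ratio of experiment 2 over experiment 1 was -0.58 below 150 bases (22 genes), -0.48 from 150 to 300, -0.20 from 300 to 500, -0.06 from 500 to 1000 and -0.05 from 1000 bases. Counting noise is argued against by the 62 protein genes under 300 bases with a mean count of at least 1000, whose median was -0.6082 (bootstrap SD 0.0836, 50 lower). A trend with gene length alone, as size selection or RNA purification may give, cannot be told apart from a change in certain genes, since ribosomal protein genes and other genes under 500 bases differed by 0.1 (bootstrap SD 0.115). Genes of tRNA and rRNA moved further, with a median of -1.24 for 43 tRNA genes and rRNA at 1.85% of the counts in experiment 1 and 0.180% in experiment 2, while rnpB, of 461 bases, had a log2 ratio of 0.10. No biological explanation was tested, because both libraries are 1 condition.

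Genes on contigs of the draft genome without core genes (ribosomal proteins, aminoacyl-tRNA synthetases, ATP synthase and NADH-quinone oxidoreductase) had a median of 14.95 FPKM, against 63.9 for other genes on contigs with core genes (58 and 19 contigs with at least 20 genes, permutation across contigs, p = 2e-05 with 100000 permutations). The ratio of the pooled medians was 0.2472 without transposase, phage and conjugation genes, whose copies can share reads, and 0.25 among genes of 600 to 1500 bases, which argues against shared reads of such genes and against gene length as the whole cause. Contigs without core genes still held 136 genes above recA by FPKM, among them pobA, pcaG and pcaH (contig median 24.1 FPKM) and the fructose uptake genes (contig median 14.8 FPKM). Which contigs belong to plasmids was not examined, and no biological explanation was tested.

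The genes that differed most between the libraries at a mean count of at least 100 included, with lower levels in experiment 2, the 23S rRNA gene HWN72_30380 (log2 ratio -3.94) and the tRNA gene HWN72_06010 (-2.73), and with higher levels HWN72_13770 (1.37) and HWN72_30295 (1.33).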
